# Microarray and Morphological Analysis of Early Postnatal CRB2 Mutant Retinas on a Pure C57BL/6J Genetic Background

**DOI:** 10.1371/journal.pone.0082532

**Published:** 2013-12-06

**Authors:** Celso Henrique Alves, Koen Bossers, Rogier M. Vos, Anke H. W. Essing, Sigrid Swagemakers, Peter J. van der Spek, Joost Verhaagen, Jan Wijnholds

## Abstract

In humans, the Crumbs homologue-1 (*CRB1*) gene is mutated in progressive types of autosomal recessive retinitis pigmentosa and Leber congenital amaurosis. The severity of the phenotype due to human *CRB1* or mouse *Crb1* mutations is dependent on the genetic background. Mice on C57BL/6J background with *Crb1* mutations show late onset of retinal spotting phenotype or no phenotype. Recently, we showed that conditional deletion of mouse *Crb2* in the retina results in early retinal disorganization leading to severe and progressive retinal degeneration with concomitant visual loss that mimics retinitis pigmentosa due to mutations in the *CRB1* gene. Recent studies in the fruit fly and zebrafish suggest roles of the Crumbs (CRB) complex members in the regulation of cellular signalling pathways including the Notch1, mechanistic target of rapamycin complex 1 (mTORC1) and the Hippo pathway. Here, we demonstrate that mice backcrossed to C57BL/6J background with loss of CRB2 in the retina show a progressive disorganization and degeneration phenotype during late retinal development. We used microarray gene profiling to study the transcriptome of retinas lacking CRB2 during late retinal development. Unexpectedly, the retinas of newborn mice lacking CRB2 showed no changes in the transcriptome during retinal development. These findings suggest that loss of CRB2 in the developing retina results in retinal disorganization and subsequent degeneration without major changes in the transcriptome of the retina. These mice might be an interesting model to study the onset of retinal degeneration upon loss of CRB proteins.

## Introduction

Retinal cell generation and differentiation in the mouse occurs from embryonic day (E) 11 to postnatal day (P) 10. Six major neuronal and one glia cell type are generated from multipotential retinal progenitors in a characteristic sequence during development [1,2]. Cell adhesion and cell polarity protein complexes, such as the Crumbs (CRB) and adherens junctions complexes, play a critical role in maintenance of the proliferation of the progenitor cells [3]. Changes in these complexes disturb the spatiotemporal aspects of retinogenesis, leading to retinal degeneration resulting in mild or severe impairment of retinal function and vision [4-8]. Recent studies demonstrated that the CRB complex members are able to regulate several important signalling pathways including the Notch1 [9-11], mechanistic target of rapamycin complex 1 (mTORC1) [12,13] and the Hippo pathway [3,14-17].

 The apical CRB complex is located at the subapical region adjacent to adherens junctions between the retinal progenitor cells in the developing retina [4] and, after differentiation, at the subapical regions of Müller glia and photoreceptor cells [7,18]. In mammals, the CRB family consists of CRB1, CRB2, CRB3A and CRB3B [19].

In humans, mutations in the *CRB1* gene are responsible for retinal diseases such as Leber congenital amaurosis and retinitis pigmentosa [19-21]. The lack of a clear genotype–phenotype correlation suggests that other components of the CRB complex have a function influencing the severity of the retinal disease. We recently showed that conditional deletion of the *Crb* gene family member *Crb2*, specifically in early progenitors, results in disorganization during late retinal development leading to severe and progressive retinal degeneration with concomitant visual loss that mimics retinitis pigmentosa due to mutations in the *CRB1* gene [4]. Variation in the genetic background may influence the severity of the retinal phenotype, as described before for the *Crb1* knockout (*Crb1* ^*-/-*^) and *Crb1Crb2* conditional knockout mice [7,22,23].

Microarray analysis has been used to study changes in gene expression during retinal development [24-29]. Many of the previous studies using this technique focused on a specific cell type, for example using isolated single cells [30] or cell populations [31], or retinas from cell type specific mutants [32-36]. Backcrossing *Crb1* mutant retinas from mixed to C57BL/6J genetic background strongly suppressed the morphological phenotype [22]. Here, we show that backcrossing *Crb2* null retinas from mixed (50% OLA129 and 50% C57BL/6J) to 99.9% C57BL/6J background did not suppress the severe morphological phenotype. To elucidate the molecular events that precede and lead to the morphological phenotype in the *Crb2* retina-specific conditional knockout mice on 99.9% C57BL/6J background, we applied microarray-based mRNA profiling in retinal tissue of postnatal stages P0, P3, P6, and P10. The morphological phenotype did however not result in a significantly altered transcriptome at any stage of retinal development analysed.

## Materials and Methods

### Animals

All procedures concerning animals were performed with permission of the animal experimentation committee (DEC) of the Royal Netherlands Academy of Arts and Sciences (KNAW), permit number NIN06-46. *Crb2* conditional knockout mice were generated and genotyped as described in [4], and were backcrossed to 99.9% C57BL/6J genetic background. Mice had no mutations in the phosphodiesterase 6b (*pde6b*) or *Crb1* (*rd8*) genes. mT/mG reporter mice were obtained from the Jackson laboratory (Gt(ROSA)26Sortm4(ACTB-tdTomato,-EGFP)) [37]. Animals were maintained on a 12 h day/night cycle and supplied with food and water *ad libitum*. 

### Tissue collection for RNA isolation

Pups were euthanized by decapitation at different time points: postnatal day (P) 0, P3, P6 and P10. Five control (*Crb2F* ^/+^/Chx10Cre^+/-^) and five *Crb2*Chx10 cKO (*Crb2F/F/*Chx10*Cre* ^*+/-*^) retinas per time point were used. The retinas were isolated, snap-frozen in liquid nitrogen immediately, and stored at -80°C until use. 

### RNA isolation and amplification

Retinae were thawed in RLT buffer (RNeasy Mini Kit, catalogue number: 74106; Qiagen Benelux, Venlo, The Netherlands) and homogenized with a pellet pestle. Total RNA was isolated using RNeasy Mini Kit according to the manufacturer's instructions. RNA extract was eluted in RNase-free water (30 μL). RNA yield and purity were determined using a NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies, Wilmington, DE, USA). RNA integrity was determined by the RNA integrity number (RIN), as measured by the Agilent 2100 bioanalyser (Agilent Technologies, Palo Alto, CA, USA). Overall, the isolated RNA was of high integrity (average RIN = 9.3, range 8.3–10.0, Table S1 and Table S2).

### Sample labelling and microarray hybridization

For microarray analysis, Agilent 4x44K v2 whole mouse gene expression microarrays (Agilent Technologies, catalogue number G4846A) were used. Sample labelling and microarray hybridization were performed according to manufacturer’s instructions. Briefly, for each sample, 200 ng of RNA were linearly amplified and fluorescently labelled with either Cy3-CTP or Cy5-CTP (Perkin Elmer) using the Agilent Low RNA Input Fluorescent Linear Amplification Kit (Agilent Technologies). Prior to hybridization, equal amounts (825 ng) of Cy3- and Cy5-labelled RNA were hydrolyzed for 30 min at 60°C in 1x fragmentation buffer (Agilent Technologies). The fragmented targets were hybridized to a microarray by incubating for 17 h at 60°C in 1x target solution (Agilent Technologies) in a rotating hybridization chamber. Specifically, each hybridization consisted of two individual samples (one control and one knockout), one labelled with Cy3 and one with Cy5. None of the samples were pooled. A full description of all hybridizations can be found in Table S3. After hybridization, the arrays were washed at room temperature for 5 min in 6x saline-sodium phosphate-EDTA (SSPE)/0.005% *N*-Lauroylsarcosine (Sigma-Aldrich, St Louis, MO, USA), 1 min in 0.06x SSPE/0.005% *N*-Lauroylsarcosine and 30 s in acetonitrile (Sigma-Aldrich), then dried in a nitrogen flow. Microarrays were scanned using an Agilent DNA Microarray Scanner at 5 µm resolution and 10% (low) and 100% (high) photomultiplier tube setting. Microarray scans were quantified using Agilent Feature Extraction software (version 9.5.3.1).

### Microarray normalization and single gene analysis

Raw expression data were analyzed in R statistical processing software (version 2.6.0) using the LIMMA package [38] in Bioconductor (www.bioconductor.org). All features that were flagged as saturated or as a nonuniformity outlier by the feature extraction software on 1 or more arrays were excluded from further analysis. This was applicable for 980 features, resulting in 43,020 features which passed these criteria. 

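The scanner files of the 19 arrays analysed each list 44397 features, of which 1377 are control spots. Among the 43020 features that are not controls, 7 were called saturated and 151 a non-uniformity outlier on 1 or more arrays. Without these 158 features, 42862 features were left, which hold 39283 distinct probes. Spots of the same probe were averaged before the tests.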

Array 20 was excluded from the studies due to a technical artefact. Data were normalized using LIMMA by applying a background correction (using the ‘normexp’ algorithm) followed by normalization of intensity distributions within and between arrays (using the ‘quantile’ algorithm). It was recently demonstrated that the analysis of the separate intensity channels (the individual Cy3 and Cy5 signals) yields more reproducible results than the standard ratio-based approach (the ratio between the Cy3 and Cy5 channels) for dual-color microarray datasets [39], so we also applied this approach for the present dataset. Thus, the ^2^log-transformed intensity measurements per sample were extracted from the normalized ratio data and used in all following analyses.

To detect genes with a significant interaction between age and genotype, we performed a 2-way analysis of variance (ANOVA) using age and genotype as grouping factors. To compare gene expression between *Crb2* cKO and control retinas at each timepoint separately t-tests were used. The Benjamini–Hochberg method was used to correct for multiple testing. *P*-values < 0.05 after correction were considered significant. 

A second and independent analysis of the data was done using Partek version 6.6 (Partek Inc., St. Louis, MO). The Feature Extraction result text files were imported into Partek, log_2_ transformed and quantile normalized. To visualize the clustering of the samples, principal component analysis (PCA) was used. Differentially expressed genes were selected using a 2-way ANOVA using the factors genotype and age. The cutoff value for significantly expressed genes was a false discovery rate (FDR) [40], of 0.05 or less.

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [41] and are accessible through GEO Series accession number GSE50845 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE50845).

### Quantitative real-time PCR

RNA was isolated, from P3 and P10 retinas, 5-6 control and *Crb2* cKO, as indicated before. After genomic DNA degradation with RNase-free DNase I (New England Biolabs), 0.5 µg of total RNA was reverse transcribed into first-strand cDNA with Superscript III Plus RNase H-Reverse Transcriptase (Life Technologies) and 50 ng random hexamer primers, during 50 min at 50°C in a total volume of 20 µl. To the resulting cDNA sample, 14 µl of 10 mM Tris, 1 mM EDTA was added. From all samples, a 1:20 dilution was made and used for qPCR analysis. For this analysis, primer pairs were designed with a melting temperature of 60 °C, giving rise to an amplicon of 60–206 bp. Real-time qPCR was based on the real-time monitoring of SYBR Green I dye fluorescence on a ABI Prism 7300 Sequence Detection System (Applied Biosystems, Nieuwekerk a/d IJssel, The Netherlands). The PCR conditions were as follows: 12.5 µL SYBR Green PCR 2x mastermix (Applied Biosystems), 20 pmol of primers (see Table S4), and 2 µl of the diluted cDNA (ca 3 ng total RNA input). An initial step of 50°C for 2 min was used for AmpErase incubation followed by 15 min at 95°C to inactivate AmpErase and to activate the AmpliTaq. Cycling conditions were as follows: melting step at 95°C for 1 min, annealing at 58°C for 1 min and elongation at 72°C, for 40 cycles. At the end of the PCR run, a dissociation curve was determined by ramping the temperature of the sample from 60 to 95°C while continuously collecting fluorescence data. Non template controls were included for each primer pair to check for any significant levels of contaminants. Values were normalized by the mean of the 3 reference genes Hypoxanthine-guanine phosphoribosyltransferase, elongation factor 1-a and ribosomal protein S27a.

### Morphological analysis

Eyes, from control (*Crb2F* ^/+^/Chx10Cre^+/-^ and *Crb2* ^*F/F*^) and *Crb2*Chx10 cKO (*Crb2F/F/*Chx10*Cre* ^*+/-*^) mice, were collected at different time points: P10, 1 month-old (1M), 3M (n=3-4/age/group). Eyes were enucleated and fixed at room temperature with 4% paraformaldehyde in PBS for 20 minutes. After fixation, the eyes were dehydrated for 30 minutes in 30%, 50%, 70%, 90% and 96% ethanol and embedded in Technovit 7100 (Kulzer, Wehrheim, Germany), according to the manufacture instructions and sectioned (3 µm). Slides were dried, counterstained with 0.5% toluidine blue and mounted under cover slips using Entellan (Merk, Darmstadt, Germany). Bright field digital images were generated by a Leica epifluorescence microscope (DMRD), using LAS AF v2.4.1 software.

### Immunohistochemical analysis

Eyes from P10 and 2M animals (n=3-6) were enucleated and fixed during 20 min in 4% paraformaldehyde in PBS. Subsequently, the tissues were cryo-protected with 30% sucrose in PBS, embedded in Tissue-Tek O.C.T. Compound (Sakura, Finetek) and used for cryosectioning. Cryosections (7 µm) were rehydrated in PBS. Samples were blocked for 1 h using 10% goat or donkey serum, 0.4% Triton X-100 and 1% bovine serum albumin (BSA) in PBS. The following primary antibodies were used: β-Catenin (1:100; BD Biosciences), Catenin pp120 (P120) (1:100; BD Biosciences), N-Cadherin (1:100; BD Biociences), Calretinin (1:250; Chemicon), APC-conjugated CD11b (1:100; eBioscience), PE-conjugated CD45 (1:100; Emeelca), Cone arrestin (1:500; Millipore), CRB1 (AK2 [7]; 1:100), CRB2 (1:100; Thermo scientific), Glial Fibrillary Acidic protein (GFAP) (1:250; Dako), Glutamine Synthetase (GS) (1:250; BD Biosciences), M-Opsin (1:250; Chemicon), PALS1 (1:1000; Proteintech), PAR3 (1:100; Upstate), PAX6 (1:50; Developmental Studies Hybridoma Bank), PKCα (1:200; BD Transduction Laboratories), Rhodamine Peanut agglutinin (PNA) (1:150; Vector Laboratory), PSD-95 (1:200; Cell Signaling), Recoverin (1:500; Chemicon), Rhodopsin (1:250; Millipore), MPP4 (AK4 [7]; 1:250), MUPP1 (1:200; BD Biosciences), Nectin1 (1:100; MBL), SOX9 (1:250; Millipore), Zona occludens-1 (ZO-1) (1:100; Zymed). The primary antibodies were diluted in 0.3% goat or donkey serum, 0.4% Triton X-100 and 1% BSA in PBS and incubated for 16 h at 4°C. Fluorescent-labeled secondary antibodies were goat anti-mouse or goat anti-rabbit IgGs conjugated to Cy3, Alexa 488 or Alexa 555 (1:500; Jackson Immunoresearch, Stanford, USA and Life Technologies) were diluted in 0.1% goat or donkey serum in PBS and incubated for 1 h at room temperature. Retina sections were counterstained and mounted with Vectashield hard-set mounting medium with DAPI (H1500, Vector Laboratories). Sections were imaged on a Leica SP5 confocal laser scanning microscope (CLSM). Confocal images were processed with Adobe Photoshop CS6 extended v13.0 x64.

### Quantification of Müller glia cells

Müller glia cells were counted at P10 using a SOX9 antibody. Five retina sections from three *Crb2*Chx10 cKO and three control mice were used. Retina sections were counterstained and mounted with Vectashield Hard-Set Mounting Medium with DAPI (H1500, Vector Laboratories). Total number of cells was determined by manually counting of positive cells on digital images generated by a Leica epifluorescence microscope, using LAS AF v2.4.1 software. (n) Represents the number of individual sections.

### Statistical analysis

Normality of the distribution was tested by Kolmogorov-Smirnov test. Statistical analysis by Student’s t test or by Mann Whitney U test in case of a non-normal distribution. Values of *P<0.05, **P<0.01, ***P<0.001 were considered to be statistically significant. Values are expressed as means ± SEM. Calculation were made using the SPSS statistical package version 17.0.

## Results

### Gene expression profile

The CRB2 protein is expressed during retinal development in radial glial progenitor cells, and after differentiation in cone and rod photoreceptors and Müller glia cells [4]. Since these cells span the entire retina, we chose to use whole neural retinas (without the retinal pigment epithelium) in gene expression profile studies. To reduce variation and to standardize the genetic background of *Crb2* cKO mice, the animals were backcrossed from mixed to 99.9% C57BL/6J background. Variation in the genetic background may influence the gene expression, as described before for the *Crb1* knockout (*Crb1* ^*-/-*^) mice [36,42]. Approximately 6 µg of total RNA was extracted from each retina (Table S1 and Table S2). The values of the A260/A280 ratio were in between 1.8 to 2.0 (Table S1 and Table S2), which indicated the absence of contaminating proteins. The A260/A230 ratios were larger than 2.0, which indicated the absence of organic compounds that can interfere with the labelling reaction, such as guanidinium isothiocyanate, alcohol and phenol as well as cellular contaminants such as carbohydrates. The total RNA quality was assessed using the Agilent 2100 Bioanalyser and the respective software, which provides a RNA Integrity Number (RIN) of maximally 10. The samples had on average a RIN of 9.3 indicating high quality of the total RNA.

 

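For the 38 retinas of the 19 arrays analysed, the RIN values listed in Table S1 and Table S2 averaged 9.28 ± 0.497 (SD), with 9.36 ± 0.495 at P0, 9.57 ± 0.490 at P3, 9.37 ± 0.258 at P6 and 8.725 ± 0.324 at P10. On the arrays, between 63.9% and 80.2% of the features of a retina were well above background by the scanner software's own test, with a median of 70.1%. The median intensity of the features ranged from 140 to 207 in the Cy3 channels and from 243 to 359 in the Cy5 channels. The median local background was 40 to 45 in Cy3 and 53 to 56 in Cy5, on the same linear scale.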

We used a whole mouse gene expression microarray that contains over 44,000 probes. 

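The authors deposited the scanner output of each array, which gives the mean intensity and the median local background of every spot in the Cy3 and Cy5 channels, and a table of their normalized log2 intensities. The 19 arrays analysed carry 1 Crb2 cKO and 1 control retina each, from 5 arrays at P0, P3 and P6 and 4 arrays at P10. Starting from the scanner intensities, the background was corrected with normexp without an offset. The log2 intensities of all channels were then quantile normalized together and kept as separate values for each retina. For every probe, limma fitted 1 mean for each of the 8 groups of age and genotype over all 38 retinas, and the p-values were adjusted by the Benjamini-Hochberg method. Log2 fold changes are given as cKO minus control. The groups follow Table S3 and the sample labels, which differ from Table S2 at P10. Table S2 lists each P10 retina under the other genotype, so that every P10 difference changes its sign with the groups of that table. The arrays have 5 or 4 retinas per group, which limits the precision of each value.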

To elucidate the molecular events that precede and lead to the morphological phenotype in the *Crb2* retina-specific conditional knockout mice, retinal tissue was collected at postnatal day 0 (P0), P3, P6 as well as P10. Five different retinas from *Crb2*Chx10 cKO (*Crb2F/F/*Chx10*Cre* ^*+/-*^) and the control (*Crb2F* ^/+^/Chx10Cre^+/-^) from each time point were used to cover the onset and first stages of the morphological phenotype observed in the mutant retinas. Equal amounts (825 ng) of Cy3- and Cy5-labelled RNA were hydrolysed and hybridized to a microarray, the hybridization pairs are indicated in Table S3. 

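At P0, P3 and P6, 3 of the 5 cKO retinas carried Cy3 and 2 carried Cy5, and the controls had the dyes the other way round. At P10, 1 of the 4 cKO retinas carried Cy3 and 3 carried Cy5. Retinas that shared an array deviated together from the means of their groups. The Pearson correlation of these deviations across probes lay between 0.190 and 0.808 on the 19 arrays, with a median of 0.419. Between retinas of the same age and the other genotype on different arrays, the median correlation was -0.0978. Probes are not independent of each other, so these correlations describe the arrays only.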

Five microarrays were processed for each time point. To detect differentially expressed genes a 2-way analysis of variance (ANOVA) using age and genotype as grouping factors was performed. The Benjamini–Hochberg method was used to correct for multiple testing. *P*-values < 0.05 after correction were considered significant. 

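The limma model tested 39283 probes. Averaged over the 4 ages, 2 probes differed between cKO and control retinas at an adjusted p below 0.05. An unadjusted p below 0.05 was found for 1120 probes, where 1964 are expected by chance. Gm3058, a predicted gene measured by probe A_55_P2000007, had a log2 fold change of -0.38 (standard error 0.0507, adjusted p = 0.000460) and was lower in the cKO retina on 18 of 19 arrays. Its probe lies on chromosome 2 of mm9 from 38202883 to 38202942, 0.548 Mb from the Crb2 probe. Cercam, measured by probe A_52_P559545, had a log2 fold change of -0.35 (standard error 0.0581, adjusted p = 0.0157) and was lower on 17 of 19 arrays. It lies on the same chromosome from 29737777 to 29737836, on the other side of Crb2. When each array was left out in turn, Gm3058 stayed past the threshold in all 19 fits and Cercam in 11. With the P10 groups of Table S2, Cercam was no longer past the threshold. With the array as a block and the dye as a covariate, 6 probes passed, and 3568 had an unadjusted p below 0.05. The alternative that moved the number most was the array as a random block, with 16 probes.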

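For the interaction of age and genotype, 0 probes passed in limma. The lowest adjusted p was 0.267, and 263 probes had an unadjusted p below 0.05. The methods' 2-way ANOVA on the same values gave 3 probes for genotype and 0 for the interaction, with 295 interaction probes at an unadjusted p below 0.05. For age, the limma F-test passed the threshold for 26695 probes, which are 68.0% of those tested. Between P0 and P10, 10687 probes rose and 12698 fell at an adjusted p below 0.05. Between consecutive ages, 11888 probes differed from P0 to P3, 14987 from P3 to P6 and 16151 from P6 to P10.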

Although we observed substantial changes in gene expression between time points (see section *hierarchical clustering*), our analysis did not reveal significant differences in gene expression between mutant and control retinas. A second analysis, where we used t-tests to compare gene expression between *Crb2* cKO and control retinas at each time point separately, also did not reveal significant changes in gene expression. 

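Contrasts of cKO and control at each age were taken from the limma model. At P0 and at P6, 0 probes passed an adjusted p of 0.05, while 213 and 305 probes had an unadjusted p below it. At P3, 1 probe passed and 2179 had an unadjusted p below 0.05. At P10, 1 probe passed and 615 had such an unadjusted p. The methods' t-test at each age, after Benjamini-Hochberg adjustment, gave 0 probes at P0, P6 and P10 and 1 at P3, with 355, 498, 959 and 2205 probes at an unadjusted p below 0.05. The probe that passed in limma at P3 was Gm3058. Its log2 intensity was 9.12 ± 0.145 in the control retinas and 8.53 ± 0.118 in the cKO retinas (SD, 5 each). The log2 fold change was -0.59 (standard error 0.0984, adjusted p = 0.0390), and the cKO retina was lower on 5 of 5 arrays (exact permutation test, two-sided p = 0.00794, the smallest that 5 against 5 retinas allow). In the methods' t-test at P3, the 1 probe that passed was the transcript NAP060965-1, and not Gm3058. In limma, Gm3058 was no longer past the threshold at P3 in 14 of the 19 fits that left out 1 array. The same held for Gm3058 with the dye, the slide or the scan in the model, and with only the 2 groups of P3. It also had the lowest p at P0 and P6, with log2 fold changes of -0.44 and -0.48 (limma, adjusted p = 1 and 0.970), and was lower on 5 of 5 arrays at both ages. With the array as a random block and the dye as a covariate, Gm3058 passed the threshold at these ages too, while with the array as a fixed block it did not.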

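The probe that passed at P10 was Spp1, which encodes osteopontin. Its probe A_55_P2085142 lies on chromosome 5 of mm9 from 104868502 to 104868561. The log2 intensity of Spp1 was 8.56 ± 0.816 in the controls and 10.06 ± 0.431 in the cKO retinas (SD, 4 each), a log2 fold change of 1.51 (standard error 0.238, limma adjusted p = 0.0155). This standard error uses a spread shared among all ages. At P0 to P6, Spp1 lay between 4.99 and 6.46 and varied less than at P10, so the limma p may be too small. The cKO retina was higher on 3 of 4 arrays, and the exact permutation test gave a two-sided p of 0.0571, where the smallest p that 4 against 4 retinas allow is 0.0286. On the array of replicate 3, the control retina reached 9.66 and the cKO retina 9.47. Spp1 was no longer past the threshold when P10 replicate 1, 2 or 4 was left out. The same held with the array as a fixed block, loess and Aquantile normalization, the Agilent processed signals, only the 2 groups of P10, the methods' t-test and sex-linked transcripts as a covariate. With the array as a random block it passed. A high Xist level, the mark of a female retina, was found in 4 of 4 cKO and 1 of 4 control retinas at P10. From its tests at each age and its tests over all ages, the paper concludes that the transcriptomes of cKO and control retinas did not differ significantly.

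**Figure D1:**
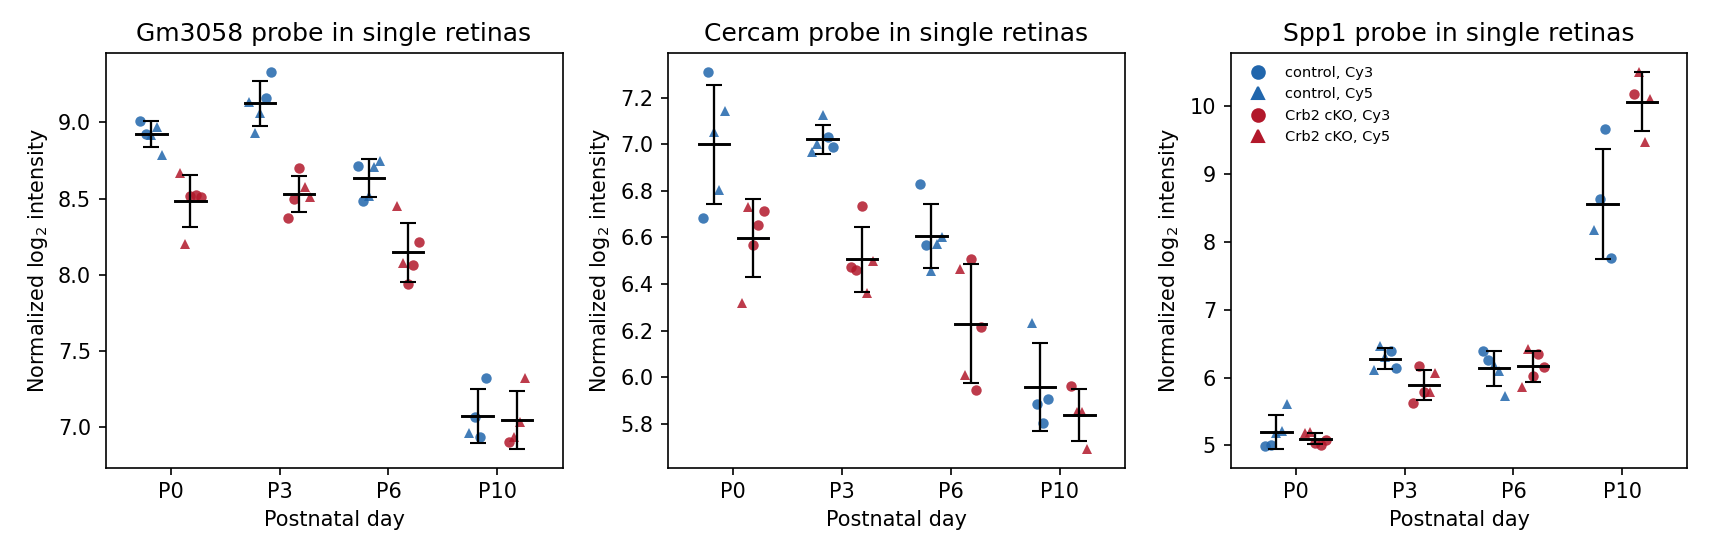
Normalized log2 intensity of Gm3058, Cercam and Spp1 in each retina, by postnatal day, with circles for Cy3, triangles for Cy5, blue for control and red for cKO retinas. Bars give the mean and its SD for each group. Gm3058 and Cercam lie lower in the cKO groups from P0 to P6, and Spp1 lies higher in the cKO group at P10, where 1 control retina reaches 9.66.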

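The differences between cKO and control were small for most probes. The median absolute log2 fold change over all 39283 probes was 0.06 at P0, 0.09 at P3, 0.06 at P6 and 0.07 at P10. The 99th percentile was 0.43 at P0, 0.62 at P3, 0.43 at P6 and 0.56 at P10. More than 1 on the log2 scale was reached by 13 probes at P0, 41 at P3, 16 at P6 and 91 at P10.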

A description of the top 100 genes with the lowest *P*-values for each time point can be found in the Table S5, Table S6, Table S7 and Table S8.

The *Crb2* cKO mice were constructed in such way that the full length CRB2 protein could not be produced in the homozygote mutant retinas. The 5’ *loxP* site was inserted in intron 9, the 3’ *loxP* site was inserted in exon 13 behind the stop codon. The deleted area contains part of the CRB2 extracellular domain, and the entire transmembrane domain and the 37 amino acids of the C-terminal intracellular domain. Cre mediated recombination deleted coding exons 10-13 and resulted in a nonsense mutation with premature truncation of the CRB2 protein at amino acid 871. 

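Among the probes that passed the filter, only probe A_51_P300618 carries the name Crb2. It lies on chromosome 2 of mm9 from 37654440 to 37654499. It was well above background in 38 of 38 retinas.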

The unique 60 base pair *Crb2* probe (ID: 235570) in the array is located in between the 3’ *loxP* site and the polyadenylation sequence of the gene (Figure 1). In the microarray study, the *Crb2* transcript was not downregulated in the *Crb2* cKO retinas. 

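The log2 intensity of the Crb2 probe was 12.10 ± 0.134 in control and 12.02 ± 0.189 in cKO retinas at P0 (SD, 5 each), a log2 fold change of -0.08 (standard error 0.0810). At P3 it was 11.41 ± 0.0705 in control and 11.52 ± 0.145 in cKO retinas, a log2 fold change of 0.11 with the same standard error. At P6 it was 12.20 ± 0.0339 in control and 12.10 ± 0.0731 in cKO retinas, a log2 fold change of -0.10. At P10, with 4 retinas each, it was 12.44 ± 0.0942 and 12.43 ± 0.158, a log2 fold change of -0.01 (standard error 0.0906). The limma adjusted p was 1 at P0 and P10, 0.979 at P3 and 1.00 at P6. The exact permutation test gave two-sided p-values of 0.429, 0.183, 0.0238 and 0.914 at P0, P3, P6 and P10. The cKO retina was lower on 3 of 5 arrays at P0, 2 of 5 at P3, 4 of 5 at P6 and 2 of 4 at P10. The sign at P10 changed when the dye was in the model and when P10 replicate 2 or 4 was left out. Over both genotypes, the mean log2 intensity was 12.06 at P0, 11.46 at P3, 12.15 at P6 and 12.44 at P10.

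**Figure D2:**
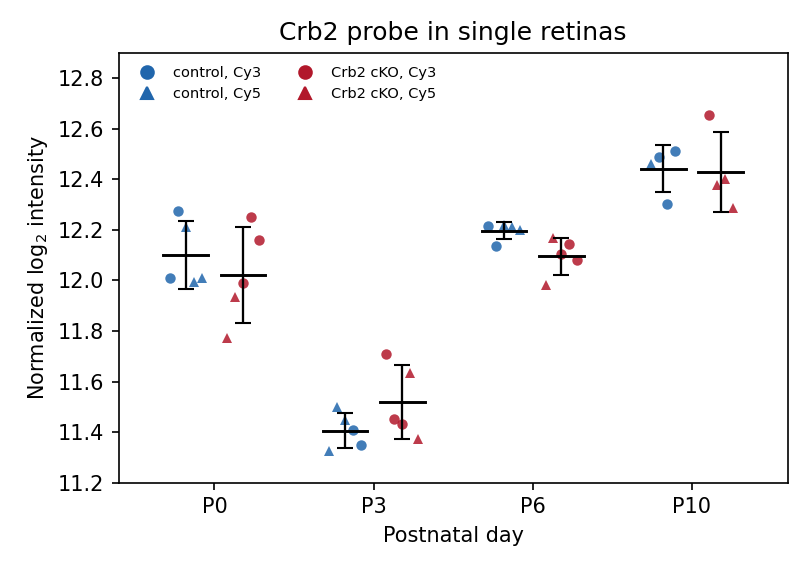
Normalized log2 intensity of the Crb2 probe in each retina, by postnatal day, with circles for Cy3, triangles for Cy5, blue for control and red for cKO retinas. Bars give the mean and its SD for each group. The 2 genotypes overlap at all 4 ages.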

**Figure 1:**
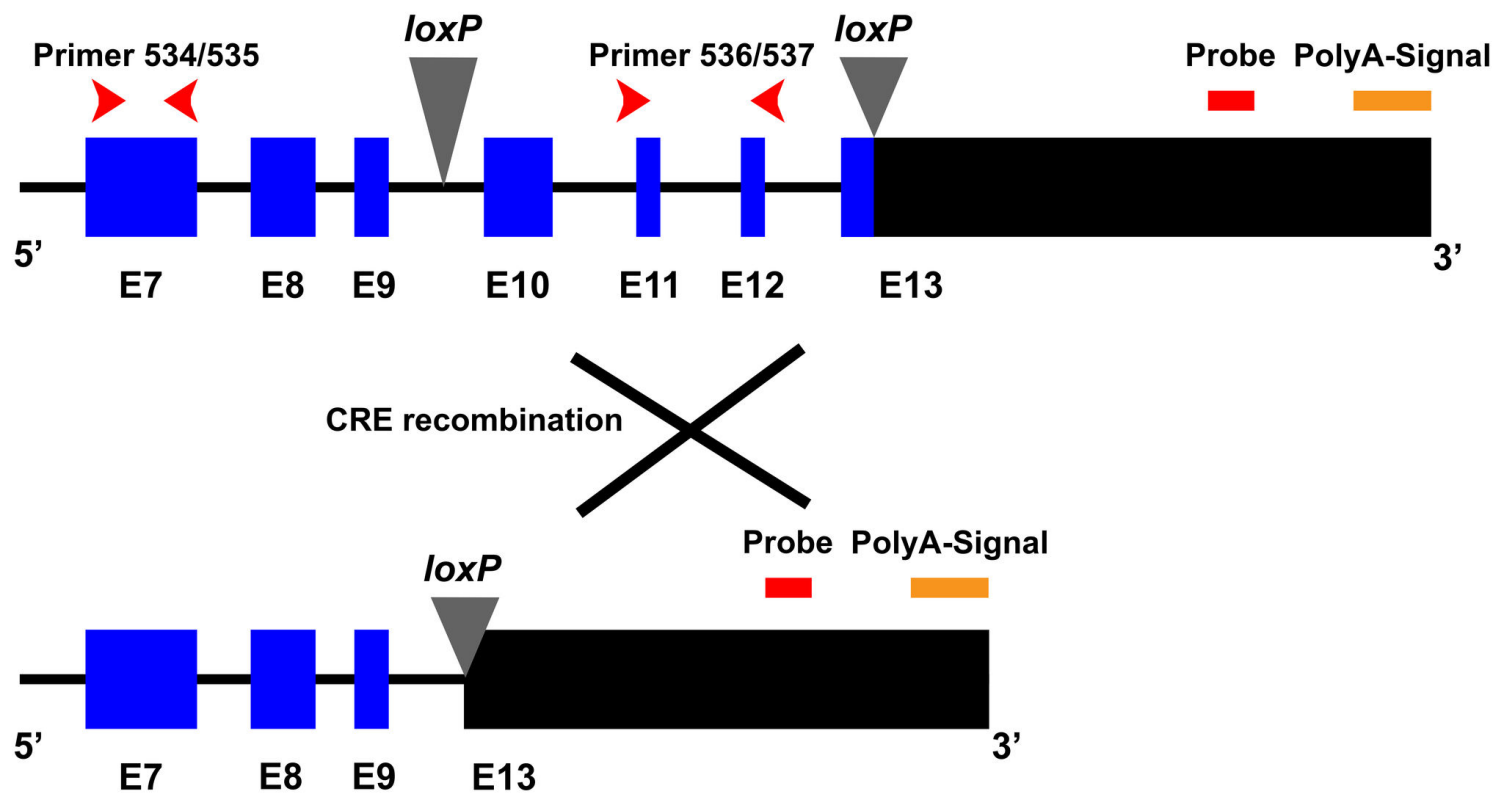
Localization of the *loxP* sites and Crb2 probe in the Crb2 targeting construct. In the Crb2 targeting construct the *loxP* recombination sites are located in intron 9 and within exon 13 in the 3′ non-coding region. Upon Cre-mediated recombination the exons 10, 11, 12 and part of exon 13 are removed. The 60 bp probe for the Crb2 gene is located downstream of the 3’ *loxP*, before the polyadenylation signal. Two sets of primers were used to detect changes in Crb2 expression, they were located in exon 7 (primer 534/535) and in exon 11/12 (primer 536/537). In blue are represented the coding exons of the gene, in black the 3’ untranslated region.

To study in more detail the levels of *Crb2* transcript in the *Crb2* cKO retinas we performed quantitative real time - polymerase chain reaction (qRT-PCR) using two different sets of primers, one located outside of the recombined area (exon 7) and another set in the recombined area (exons 11/12) (Figure 1). At P3, we observed a decrease of 70% in the levels of *Crb2* transcript compared to the control, using primers located in the recombined area (between exons 10-13) (*P* = 0.004) (Figure 2A). However, we did not detect changes in the *Crb2* levels using the primers located outside the recombined area (exon 7) (Figure 2A). The data suggest that recombination and deletion of exons 10-13 occurred in the knockout retinas, what suggest again the existence of a truncated transcript. At P10, we did not observe differences in the levels of *Crb2* transcript, using primers located in the recombined area (*P* = 0.381) (Figure 2A), what suggest that the proportion of *Crb2* null cells is decreased compared to non-recombined cells, which might be due to increased apoptosis of *Crb2* mutant photoreceptors [4].

**Figure 2:**
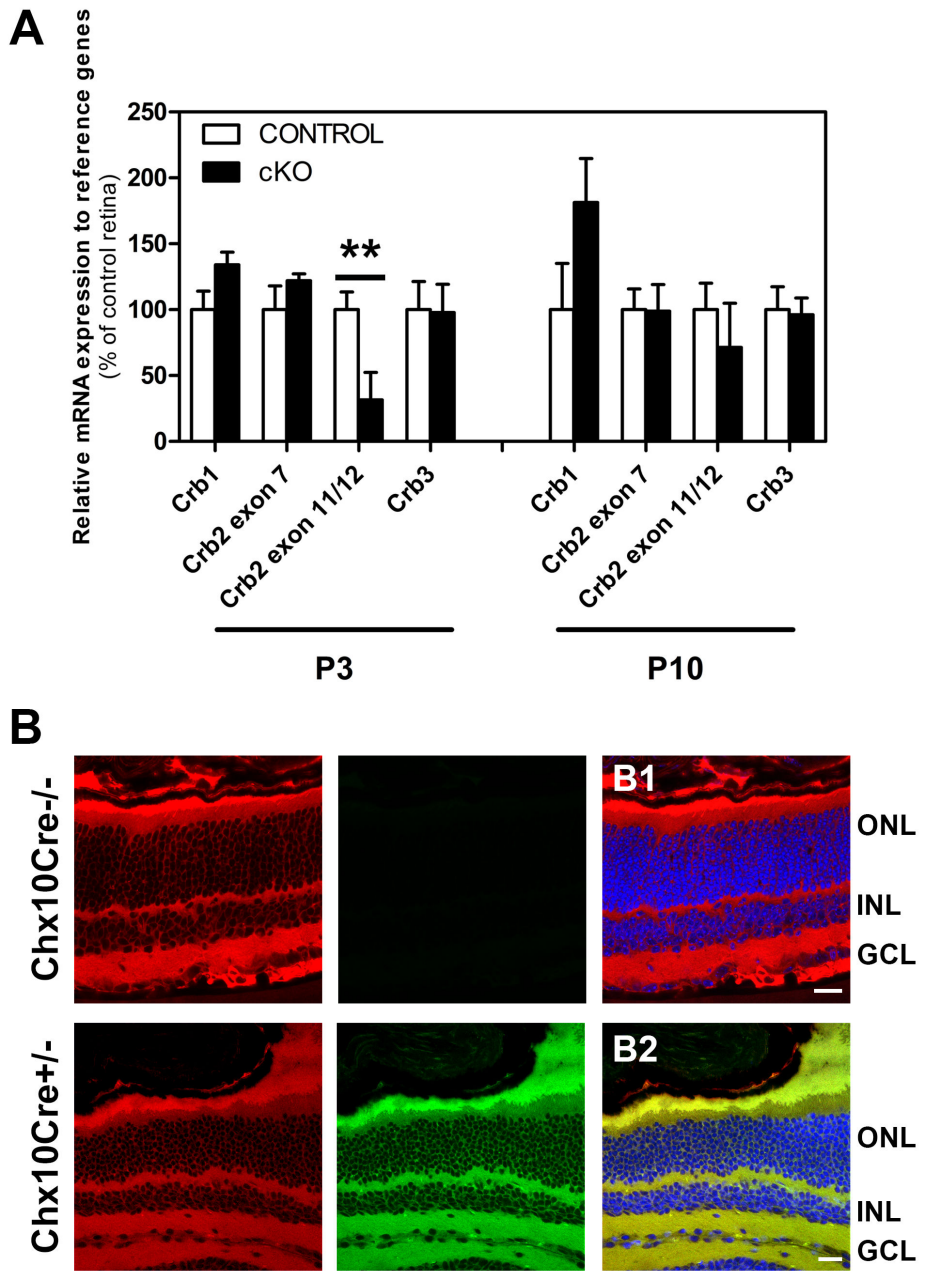
Transcript levels of the Crumbs family members. Transcript levels of Crb2, Crb1 and Crb3 measured by quantitative real time PCR at P3 and P10 (**A**), in 5-6 control and Crb2 cKO retinas. At P3, we detected a decrease of approximately 70% in the Crb2 transcript using primers located between the recombined area (*P* = 0.004). At P10 we did not found differences in the same transcript (*P* = 0.381). No differences were found in the levels of CRB1 (P3: *P* = 0.116; P10: *P* = 0.277) and CRB3 (P3: *P* = 0.912; P10: *P* = 0.869) transcripts. Data are presented as mean ± SEM **P<0.01. Evaluation of the recombination efficiency of a Chx10*Cre* mouse line (**B**). The mT/mG reporter mouse line expresses membrane-targeted red fluorescent protein. After Chx10Cre-mediated recombination, the mT sequence is excised allowing expression of membrane-targeted enhanced green fluorescent protein (mG). Confocal laser scanning microscope pictures of (1M) retina sections from mT/mG (B1) and mT/mG::Chx10Cre (B2). While in the mT/mG only mT signal could be detected, in mT/mG*Chx10Cre retinas expression of mT and mG was found, suggesting mutant adjacent to wild type cells. GCL, ganglion cell layer; INL, inner nuclear membrane; ONL, outer nuclear layer. Scale bars: 20 μm.

We previously showed using an antibody against the intracellular C-terminal 37 amino acids domain of CRB2 that the protein was removed from the outer limiting membrane from embryonic day 12.5 onwards [4]. So, the truncated transcript is recognized by the probe on the microarray, and expression of the truncated transcript is not changed compared to the full length transcript.

These findings may be explained in part by the mosaic genetic nature of the mutant retinas which contain mutant next to wild type cells due to insufficient levels of *Cre* expression in a subset of cells. To evaluate the mosaicism of the Chx10*Cre* mouse line we crossed the Chx10*Cre* transgenic mouse line with a *mT/mG* (membrane-targeted tandem-dimer-Tomato RFP / membrane-targeted Enhanced GFP) reporter mouse line [37]. This reporter mouse line expresses red fluorescent protein before and green fluorescent protein after Cre-mediated recombination. While in the *mT/mG* retinas only red fluorescent protein could be detected (Figure 2B1), in *mT/mG::*Chx10*Cre* (heterozygous *mT/mG*, heterozygous Chx10*Cre*) retinas expression of red and green fluorescent proteins was found (Figure 2B2), suggesting the presence of mutant adjacent to wild type cells.

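On the arrays, the brighter of the 2 Crb1 probes, A_51_P478458, had a log2 fold change of -0.04 over all ages (standard error 0.672, limma adjusted p = 1). On P10 replicate 4, the local background beside this spot was 65206 in Cy3, against 39 to 47 on the other arrays, and both retinas of that array came out at a log2 intensity of -0.11. Without that array, the Crb1 log2 fold change over all ages was -0.05 (standard error 0.0468). The other Crb1 probe had a log2 fold change of 0.09. Of the 2 Crb3 probes, the brighter one, A_55_P2137979, had a log2 fold change of -0.01 (standard error 0.0529, adjusted p = 1) and was lower in the cKO retina on 11 of 19 arrays. The other Crb3 probe had a log2 fold change of -0.02. The sign for Crb3 changed in 8 of the 19 fits that left out 1 array.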

In mammals, the *Crb* gene family is composed of *Crb1*, *Crb2* and *Crb3*, the lack of changes in the transcriptome after loss of *Crb2* gene function might be due to compensation by *Crb1* or *Crb3*. To test this, we used qRT-PCR to determine the levels of the *Crb1* and *Crb3* transcripts, but whereas we detected a decrease in *Crb2* transcripts, we did not observe changes in the levels of *Crb1* or *Crb3* transcripts between control and knockout retinas (Figure 2A).

### Crb2 and signalling pathways

We investigated by qRT-PCR the role of *Crb2* in the regulation of Notch1, mTORC1, Hippo, Wnt and sonic hedgehog pathways in *Crb2* cKO retinas at P3 and P10. We did not observe major changes in these pathways (Figure 3). Only the *Hey1* transcript was significantly changed at P10, with an increase of nearly 2.5-fold in the knockout retinas compared to the control (*P* = 0.041). 

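The 34 transcripts of the signalling pathways in Table S4 and Figure 3 all had a probe on the array. At P3, log2 fold changes of these probes ranged from -0.23 for Eif4ebp1 to 0.35 for Gli1. Unadjusted p-values in limma were below 0.05 for 4 transcripts, and 0 passed either when adjusted over the list alone or over all probes. The lowest p belonged to Eif4ebp1, which was 11.14 ± 0.138 in control and 10.92 ± 0.274 in cKO retinas (SD, 5 each; exact permutation test, two-sided p = 0.119) and lower on 3 of 5 arrays. Without P3 replicate 1, the Eif4ebp1 log2 fold change at P3 was -0.09. Gli1 was 11.26 ± 0.209 in control and 11.62 ± 0.165 in cKO retinas (SD, 5 each; exact permutation test, two-sided p = 0.00794, the smallest possible) and higher on 5 of 5 arrays, with a limma adjusted p of 0.891 over all probes. At P10, the range was from -0.27 for Hes1 to 0.21 for Hes5. An unadjusted p below 0.05 was found for 1 transcript, Cyr61, and 0 passed when adjusted over the list alone or over all probes. Cyr61 was 8.20 ± 0.110 in control and 7.96 ± 0.185 in cKO retinas (SD, 4 each; exact permutation test, two-sided p = 0.0857) and lower on 4 of 4 arrays.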

The qPCR data confirmed the data obtained by microarray analysis. 

**Figure 3:**
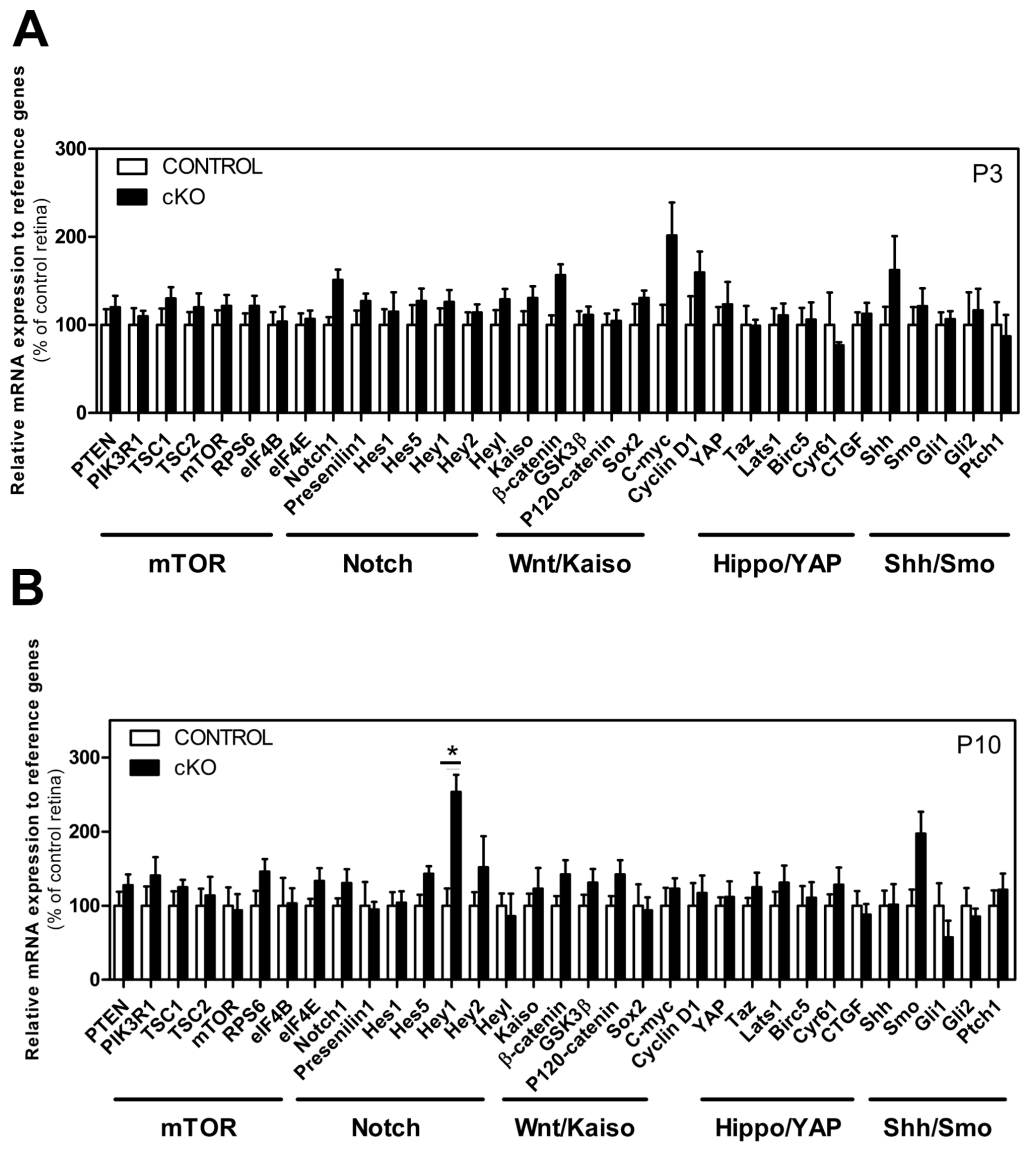
Crb2 and signalling pathways. Transcript levels measured by quantitative real time PCR at P3 (A) and P10 (B) in 5-6 control and Crb2 cKO retinas showed only changes in Hey1 (*P* = 0.041). P3: *Notch1* *P* = 0.144, *Kaiso* *P* = 0.440, β-catenin *P* = 0.082, c-myc *P* = 0.711, cyclin D1 *P* = 0.226, Cyr61 *P* = 0.4687, *Shh* *P* = 0.411. P10: *Smo* *P* = 0.182, *gli1* *P* = 0.262, *P120-catenin* *P* = 0.228, β-catenin *P* = 0.837, Hey2 *P* = 0.472, *elF4E* *P* = 0.236, RPS6 *P* = 0.196, *PIK3K1* *P* = 0.375. Data are presented as mean ± SEM *P<0.05; **P<0.01.

### Hierarchical clustering

Analysis of cluster gene expression was performed at distinct retinal development time points. Figure 4 and Figure S1 show the correlative gene expression from P0 to P10. 

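A tree of the 38 retinas was built from the Euclidean distances of their log2 intensities over 39283 probes with complete linkage. Its first division, at a height of 213, put the 20 retinas of P0 and P3 on one side and the 18 of P6 and P10 on the other. P6 and P10 parted at 153 and P0 and P3 at 122, so that 4 branches each held the retinas of a single age, in 38 of 38 cases. With the 21407 probes of a mean above 7, the heights were 179, 113 and 81.9. Grm6 and Gnat1 were among the largest rises from P0 to P10. Grm6, a glutamate receptor of ON bipolar cells, was not well above background in any of the 10 retinas at P0 and P3, and was at least 370.5-fold higher at P10 than at P0 (limma adjusted p = 1.18e-27). This bound replaces each P0 value by the lowest signal of any probe well above background in that channel, unless the value itself is higher, after loess and Aquantile normalization. Gnat1 rose from 6.61 ± 0.229 at P0 (SD, n = 10) to 15.48 ± 0.562 at P10 (SD, n = 8), with 7.62 at P3 and 10.50 at P6. The 3 largest falls were in Foxn4, from 14.48 ± 0.279 to 7.16 ± 0.409, Gli1, from 13.21 ± 0.317 to 6.03 ± 0.245, and Pbk, from 13.24 ± 0.130 to 6.47 ± 0.437. At P10, Gli1 was well above background in 6 of 8 retinas and Pbk in 7 of 8. The adjusted p in limma was 2.73e-32 for Gnat1, 6.08e-32 for Gli1 and 2.78e-32 for Pbk.

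**Figure D3:**
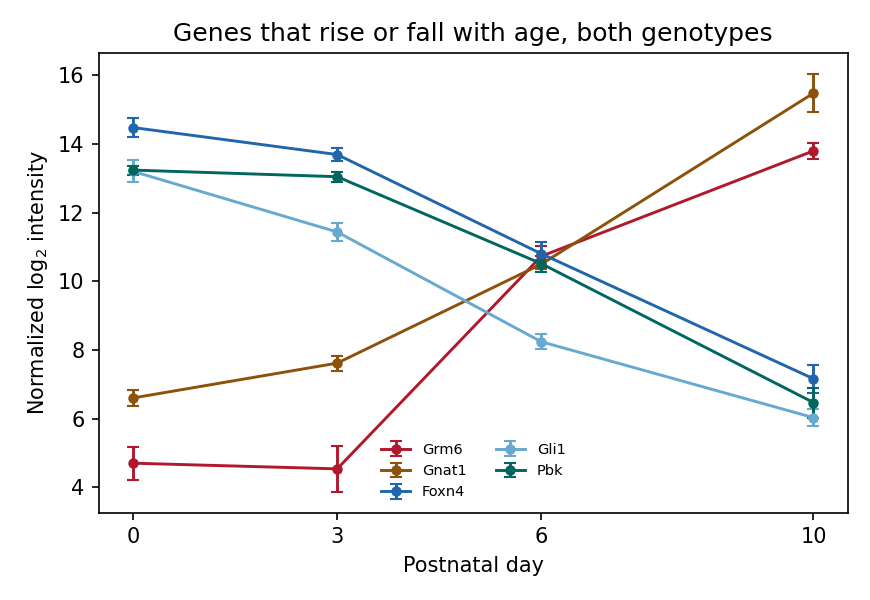
Normalized log2 intensity of Grm6, Gnat1, Foxn4, Gli1 and Pbk by postnatal day. Points are means over the retinas of both genotypes, 10 at P0, P3 and P6 and 8 at P10, and bars give the SD. Grm6 and Gnat1 rise and Foxn4, Gli1 and Pbk fall, mostly after P3.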

Two phases are visible, P0-P3 and P6-P10 based on their correlative distance of gene expression. This is in accordance with the findings described by Zhang et al, 2006. They described two phases as a "developmental phase" (from E12.5 to P5) and a "functional phase" (from P7 on) [24]. This analysis also revealed that the gene expression variation induced by differences in development time points was much larger that the differences between *Crb2* cKO and control retinas.

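Over all probes, age explained 58.7% of the variance between the 38 retinas, genotype 0.697% and their interaction 1.77%. When the genotypes were swapped at random within arrays, 433 of 1000 draws gave genotype a share as large, with a median of 0.656%. Among retinas of the same age, the mean Euclidean distance at P0 was 91.7 within a genotype and 89.5 between genotypes on different arrays. At P10 these distances were 97.4 and 98.9. Retinas of different genotype on the same array lay closer together, at 67.9 at P0 and 61.4 at P10. Between ages, the mean distance was 105 from P0 to P3, 122 from P3 to P6, 127 from P6 to P10 and 197 from P0 to P10. From the larger distances between ages, the paper concludes that developmental age outweighed the genotype.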

**Figure 4:**
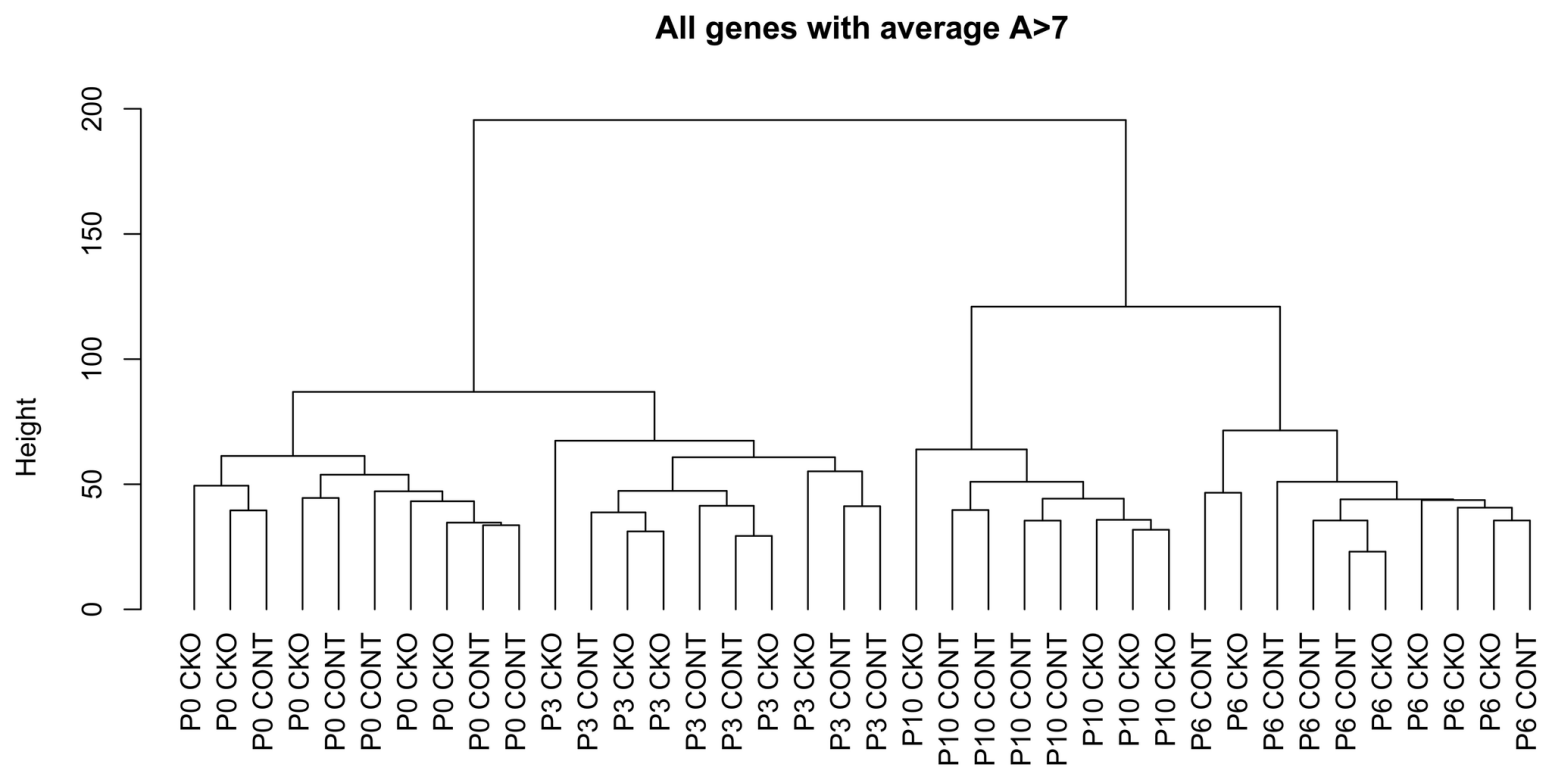
Tree-chart of correlative gene expression patterns from gene cluster analysis.

### The retinal phenotype of Crb2 cKO on C57BL/6J background

The phenotype of retinas lacking CRB2 from early retinal development was previously described [4]. Those animals were kept on a mixed genetic background (50% OLA129 and 50% C57BL/6J). In order to reduce variation and to standardize the genetic background of these mice, the animals were backcrossed to 99.9% C57BL/6J background. Variation in the genetic background may influence the severity of the retinal phenotype, as described before for the *Crb1* knockout (*Crb1* ^*-/-*^) mice [7,22]. So, to study the effect of the genetic background on the morphological phenotype of *Crb2* null retinas, retinas of P10, and 1- and 3 months-of-age were analysed.

 The phenotype of retinas lacking CRB2 on 99.9% C57BL/6J genetic background appeared grossly the same as on 50% C57BL/6J genetic background [4] at the time points analysed (Figure 5 and Figure S2). At P10, disruptions of the outer limiting membrane and ectopic photoreceptor nuclei near to the retinal pigmented epithelium were observed (Figure 5B and Figure S2A).

**Figure 5:**
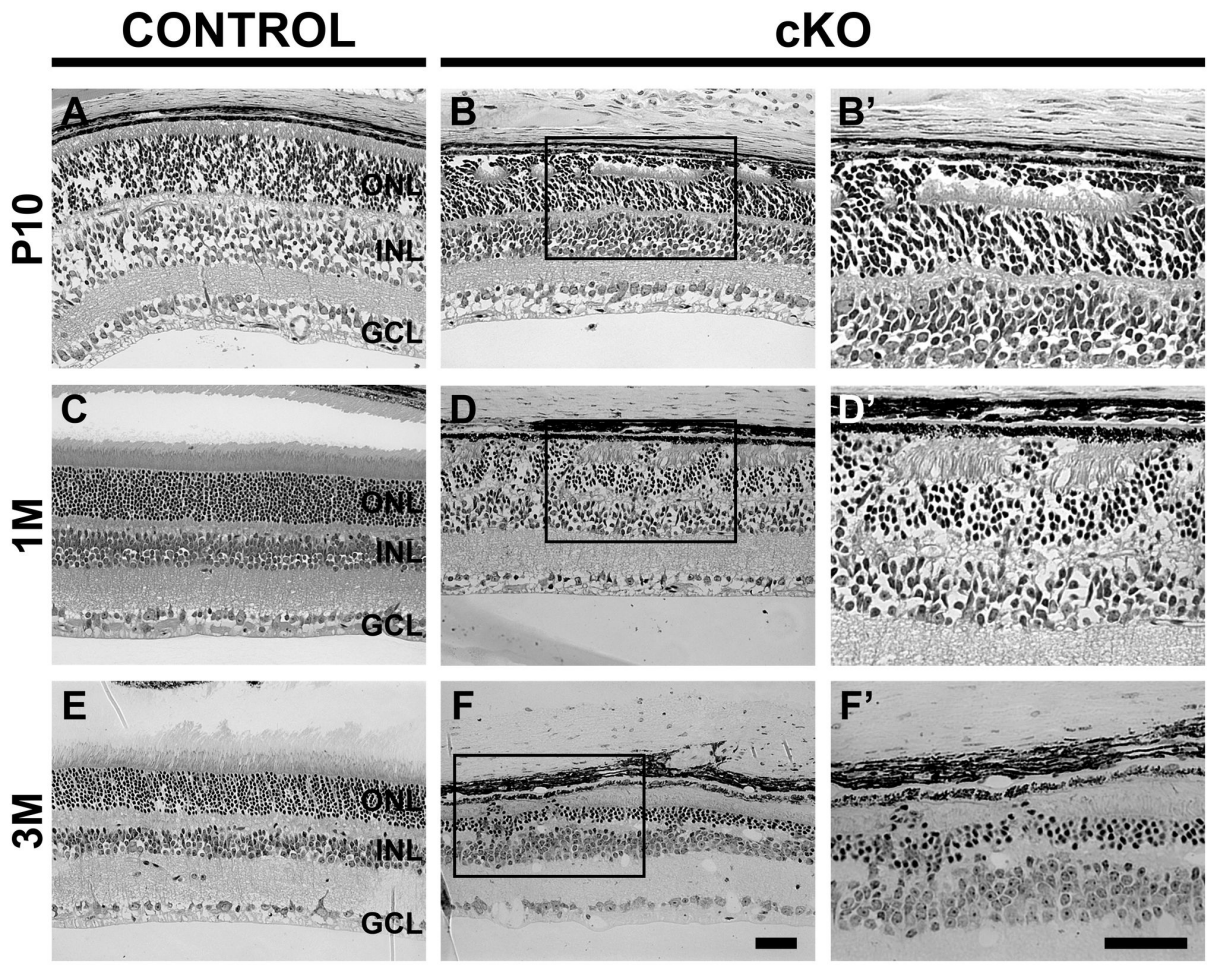
Loss of CRB2 results in retinal disorganization in mice on C57BL/6J genetic background. Toluidine stained light microscopic pictures, of retina sections, from the control (**A**, **C** and **E**) and from the *Crb2*Chx10 cKO on C57BL/6J genetic background (**C**, **D** and **F**), at different ages, P10 - (**A**, **B**), 1M - (C, D), 3M - (**E**, **F**). At P10 (**B**), several photoreceptor nuclei were localized ectopically in the subretinal space. At 1M (**D**) protrusion of photoreceptor cell nuclei in the subretinal space and gaps in the outer limiting membrane were observed. At 3M (**F**) we observed thinner outer nuclear layers, with rows of photoreceptors cells protruding into the subretinal space through the outer limiting membrane and protrusions of inner nuclear layer cells into the outer nuclear layer. No abnormalities were observed in the control. GCL, ganglion cell layer; INL, inner nuclear layer; ONL, outer nuclear layer. Scale bar: 50 µm.

 Adult retinas on 99.9% or 50% C57BL/6J genetic background showed similar progression of the morphological phenotype. In 1 month-old retinas, protrusions of photoreceptors into the subretinal space were observed (Figure 5D and Figure S2B). Three month-old retinas also showed protrusion of photoreceptor nuclei into the subretinal space, in these retinas the retinal thickness decreased to only a few (4-6) photoreceptor nuclei in a row, the outer plexiform layer was thinner and protrusion of nuclei from the inner nuclear layer into the outer nuclear layer were found (Figure 5F and Figure S2C).

 In conclusion, the CRB2 null retinas on 99.9% C57BL6/J background showed a similar progression of the phenotype than on 50% C57BL6/J background.

### Early morphological retinal phenotype of the Crb2 cKO on C57BL/6J background

As in CRB2 null retinas on mixed background, the CRB2 null retinas on 99.9% C57BL6/J background showed at postnatal day 10 a consistent disorganized morphology with many photoreceptors misplaced in the subretinal space adjacent to the retinal pigmented epithelium, thus we examined 10-days old retinae in detail using immunohistochemistry. At P10, the outer limiting membrane was disrupted throughout the mutant retina, and although CRB2 was lost in the entire retina (Figure 6B), loss of the CRB complex proteins, CRB1 (Figure 6D), PALS1 (Figure 6F), MUPP1 (Figure 6J) and of the PAR complex member PAR3 (Figure 6H) occurred only at sites of protrusions of photoreceptor nuclei into the subretinal space. Similar disruptions of adherens junction markers, β-Catenin (Figure 6L), Catenin pp120 (Figure 6N), N-Cadherin (Figure 6P), ZO-1 (Figure 6R) and Nectin1 (Figure 6T) were observed. 

**Figure 6:**
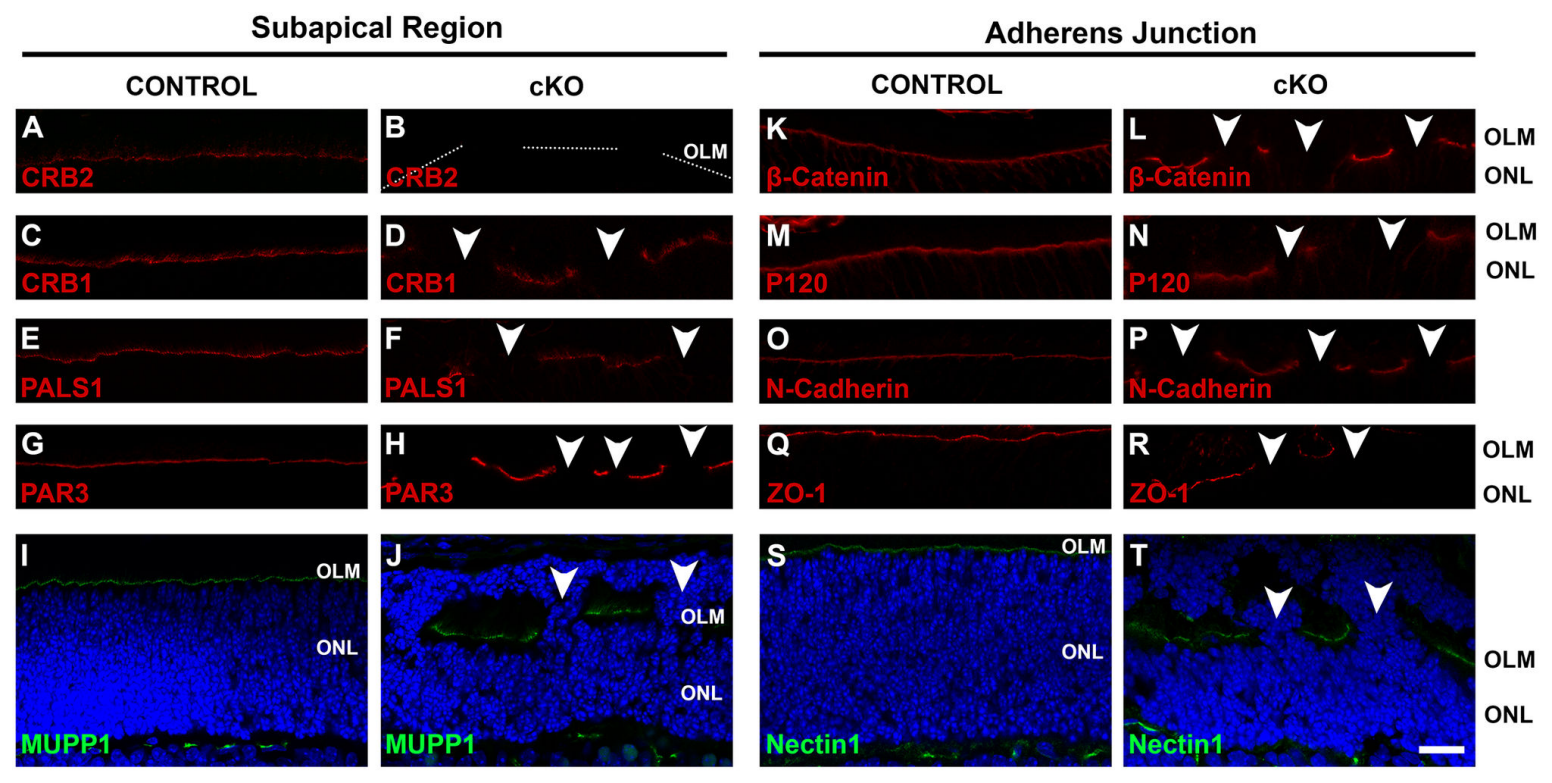
Lack of CRB2 leads to the disruption of the apical CRB protein complex. Immunohistochemistry pictures from (P10) retina sections stained for subapical region markers: CRB2 (**A**, **B**), CRB1 (**C**, **D**), PALS1 (**E**, **F**), PAR3 (**G**, **H**), MUPP1 (**I**, **J**) and for adherens junction markers: β-Catenin (**K**, **L**), Catenin pp120 (P120) (**M**, **N**), N-Cadherin (**O**, **P**), Zona occludens-1 (ZO-1) (**Q**, **R**), Nectin1 (**S**, **T**). CRB2 was absent in the knockout retina (**B**), in contrast to control (**A**). CRB1, PALS1 and MUPP1 staining showed disruption of the CRB complex at the subapical region at sites of cellular mislocalization (**D**, **F** and **J**). PAR3 was also lost at sites of disruption (**H**). Staining using adherens junctions markers β-Catenin (**L**), P120 (**M**), N-cadherin (**P**), ZO-1 (**R**) and Nectin1 (**T**) showed disruption of the adherens junctions. Moreover, ectopic photoreceptor nuclei protruded into the subretinal space (**J** and **T**). No morphological changes were observed in the control retinas. OLM, outer limiting membrane; ONL, outer nuclear layer. Scale bars: 20 μm.

 In CRB2 null retinas several ectopic photoreceptor nuclei were present in the subretinal space immediately adjacent to the retinal pigment epithelium (Figure 5C, Figure 6J, T and Figure 7B, D, F, H). Most of these cell bodies were positive for recoverin (Figure 7B) and rhodopsin (Figure 7D). The lamination of cone photoreceptor cells, stained by cone arrestin (Figure 7D), M-opsin (Figure 7F) was also affected. Many cone nuclei were misplaced in the subretinal space. Some of the misplaced photoreceptors showed polarity defects with a reverse apical-basal orientation. The cone outer segments were present in both retinas (Figure 7G, H), however in the mutant retinas the outer segments were located between the correct localized outer nuclear layer and the ectopic photoreceptors nuclei in the subretinal space (Figure 7H), instead of been located immediately adjacent to the retinal pigmented epithelium.

**Figure 7:**
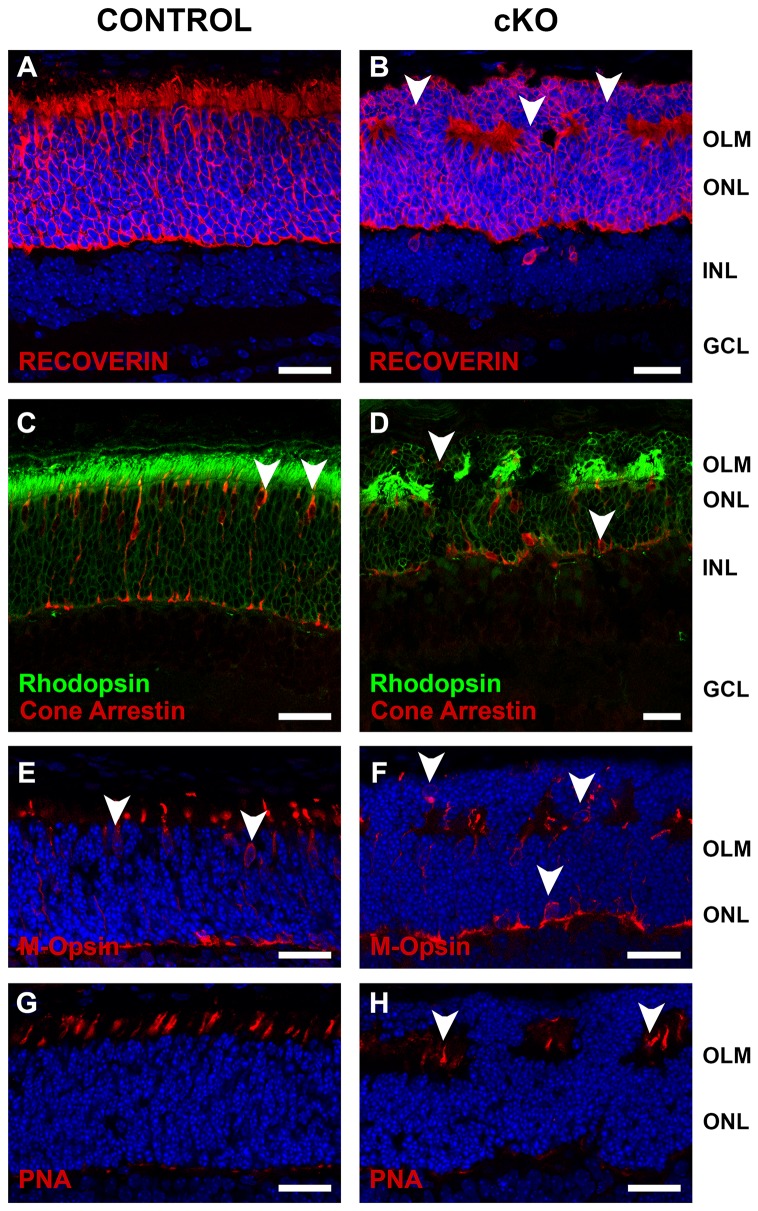
Loss of CRB2 affects lamination of photoreceptor cells. Immunohistochemistry pictures from 10 days old mouse retinas. Sections were stained with antibodies against: recoverin (**A**, **B**), rhodopsin and cone arrestin (**C**, **D**), M-opsin (**E**, **F**), peanut agglutinin (PNA) (**G**, **H**). In the mutant retinas several photoreceptor nuclei localized in the subretinal space were positive for recoverin (**B**) and rhodopsin (**D**). Some cone arrestin (**D**), M-opsin (**F**) positive nuclei were also misplaced in the subretinal place, showing that also cone photoreceptors lamination was affected. Outer segment from the cone photoreceptor cells, stained with PNA, were present in both retinas (**G**, **H**). However, in the mutant retinas these segments were located between photoreceptor nuclei and not in contact with the retinal pigmented epithelium (**H**). GCL, ganglion cell layer; INL, inner nuclear layer; OLM, outer limiting membrane; ONL, outer nuclear layer. Scale bars: 25 µm.

 Some of the ectopic photoreceptor cells were not able to establish synapses in the outer plexiform layer, demonstrated by ectopic localization of PSD-95 (Figure 8B) and MPP4 (data not shown). 

**Figure 8:**
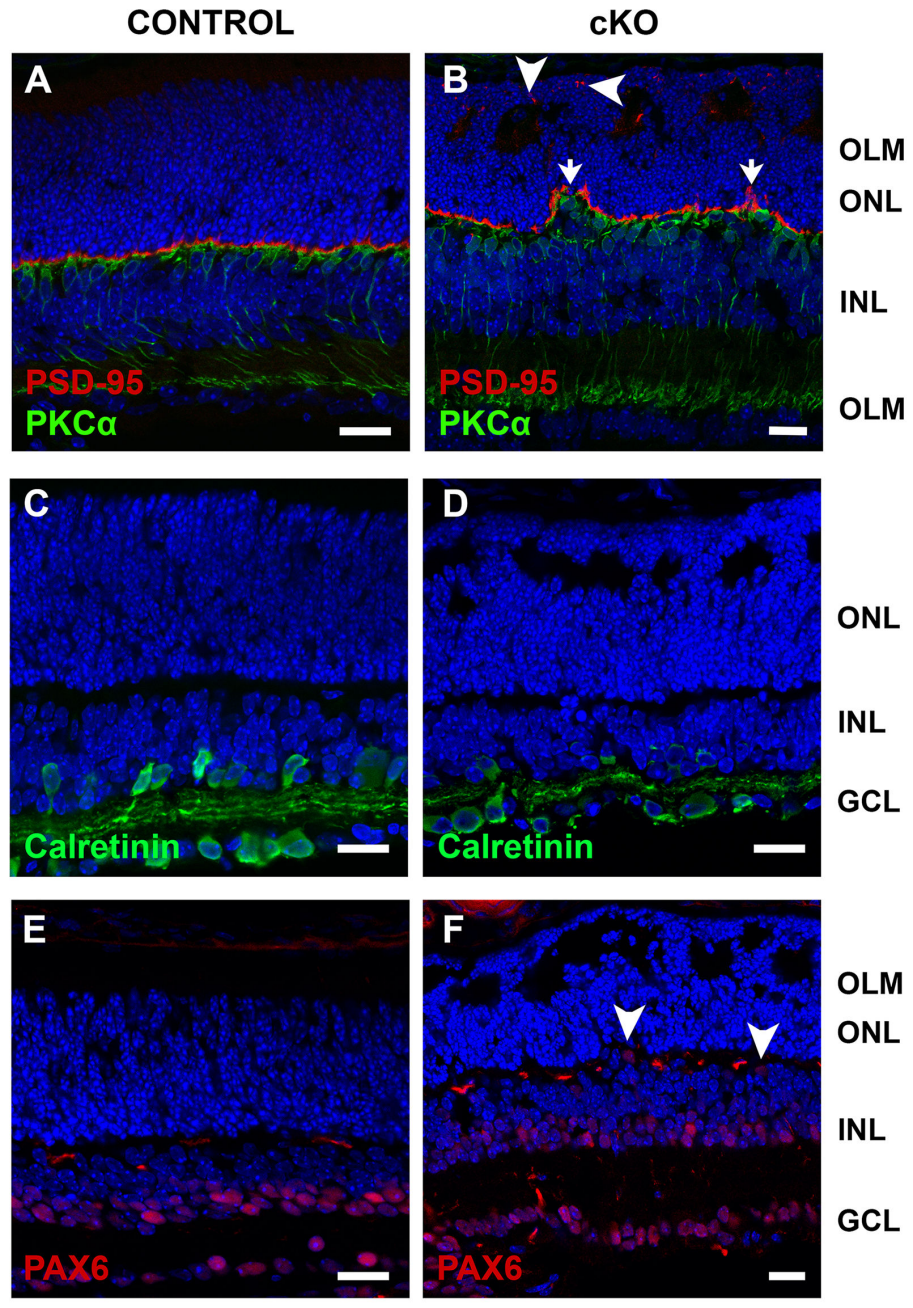
Retinas lacking CRB2 show ectopic synapses. Immunohistochemistry pictures from P10 mouse retinae. Retina sections were stained with antibodies against: PKCα and PSD-95 (**A**, **B**), Calretinin (**C**, **D**) and PAX6 (**E**, **F**). In the *Crb2*Chx10 cKO retinae the outer plexiform layer, stained by an PSD-95 antibody, is thinner and showed some disruptions (arrows), ectopic synapses were also detected in the outer nuclear layer (arrowheads) (**B**). Some bipolar cells, stained with anti-PKCα (**B**), and some PAX6-positive amacrine cells (**F**) were misplaced in the outer plexiform layer of the mutant retinas. Calretinin positive amacrine cells (**D**) seemed not affected in the *Crb2*Chx10 cKO retinae. No morphological changes were observed in the control retinae. GCL, ganglion cell layer; INL, inner nuclear layer; OLM, outer limiting membrane; ONL, outer nuclear layer. Scale bars: 20 µm.

 Most of bipolar cells stained by anti-PKCα (Figure 8B), amacrine calretinin-positive cells (Figure 8D), and amacrine and ganglion cells (PAX6-positive, Figure 8F) were correctly localized, showing no major defects in the lamination of these cell types, however in some areas some misplaced bipolar (Figure 8B) and amacrine cells (Figure 8F, arrowheads) were observed in the outer plexiform layer. 

 Also, no misplaced SOX9-positive Müller glia nuclei were observed in the CRB2 null retinas (Figure 9B), however in the mutant retinas disruptions at the apical end feet of the Müller glia cell were observed (Figure 9B, arrowheads), these disruptions coincide with the photoreceptor protrusions, suggesting lack of adhesion between Müller and photoreceptor cells. A mild increase in glial fibrillary acidic protein (GFAP) was observed in the outer nuclear layer of the knockout (Figure 9D) compared to the control retinas (Figure 9C), suggesting Müller glia activation.

**Figure 9:**
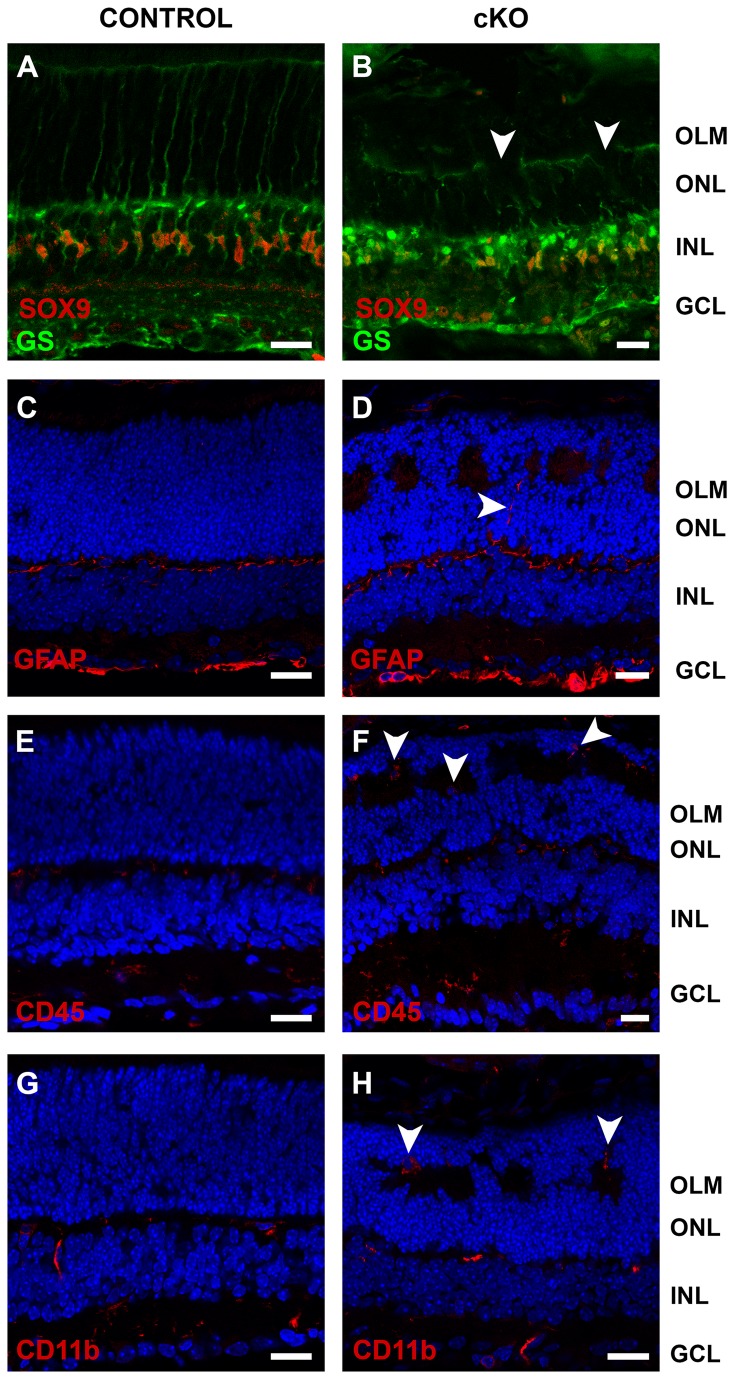
Loss of CRB2 results in gliosis and microglia activation. Immunohistochemistry pictures from P10 mouse retinae. Sections were stained with antibodies against: SOX9 and Glutamine synthetase (GS) (**A**, **B**), GFAP (**C**, **D**), CD45 (**E**, **F**), CD11b (**G**, **H**). The location of nuclei of Müller glia cells, stained with SOX9 was not altered in the mutant retinas (**B**), however disruption at the apical end feet of the Müller glia cells were observed at sites with photoreceptor protrusions (**B**). The mutant retinas showed activated Müller glia cells, detected by a moderate increase in the GFAP staining in the outer nuclear layer (arrowhead) (**D**). An increase in activated microglia cells in the outer nuclear layer, stained with anti-CD45 and anti-CD11b, was detected (**F** and **H**). No morphological changes were observed in the control retinae. GCL, ganglion cell layer; INL, inner nuclear layer; IPL, inner plexiform layer; OLM, outer limiting membrane; ONL, outer nuclear layer; OPL, outer plexiform layer. Scale bars: 20 µm.

 As in CRB2 null retinas on mixed background, the *Crb2*Chx10 cKO retinas (99.9% C57BL/6J) showed an increase in the number of Müller glia cells (Control: 15.1±0.4 versus cKO: 17.4±0.7 SOX9 positive cells/100μm ±SEM, *P* = 0.0066, n = 15). In C*rb2*Chx10 cKO retina, we observed ectopic protein expression of two microglia cell markers, CD45 and CD11b, in the misplaced photoreceptor cell layer (Figure 9F, H). 

Gliosis was more evident in 2-months-old mutant retinas, where a prominent increase of GFAP was observed (Figure 10B, arrowheads), mainly at foci of cellular mislocalization. At these sites, ectopic SOX9-positive Müller glia nuclei could be detected in the outer nuclear layer (Figure 10D, arrowheads). Similar as in P10 retinas, an increase in CD45 and CD11b was observed in 2-month-old retinas, these proteins were detected in the outer nuclear layer and adjacent to ectopic photoreceptor nuclei in the subretinal space (Figure 10F, H).

**Figure 10:**
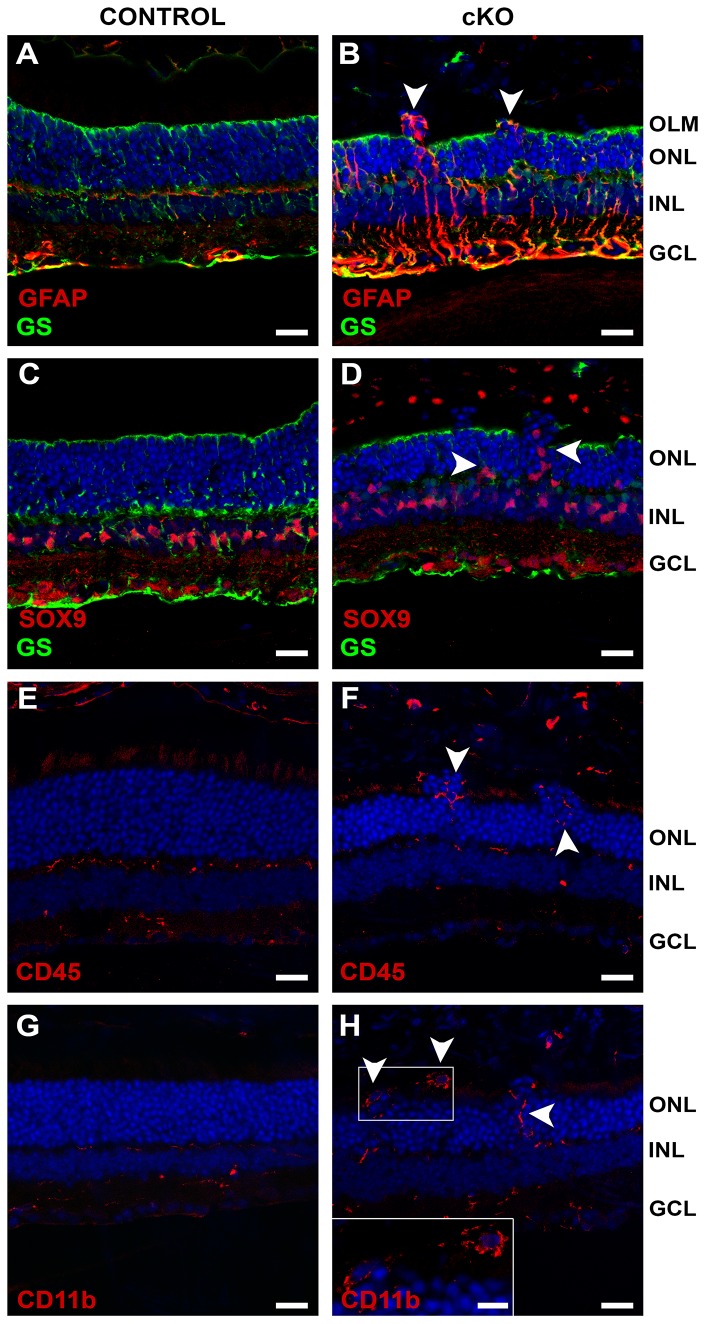
Loss of CRB2 results in gliosis and microglia activation in the adult retina. Immunohistochemistry pictures from 2M mouse retinae. Sections were stained with antibodies against: Glial fibrillary acidic protein (GFAP) and Glutamine synthetase (GS) (**A**, **B**), SOX9 and GS (**C**, **D**), CD45 (**E**, **F**), CD11b (**G**, **H**). The mutant retinas showed activated Müller glia cells, detected by an increase in the GFAP staining in the outer nuclear layer (arrowhead) mainly in areas of cellular mislocalization (**B**). At foci, Müller glia cell nuclei (SOX9-positive) were detected in the outer nuclear layer (arrowheads) (**D**). Staining by anti-CD45 and anti-CD11b showed an increase in ectopic activated microglia cells in the outer nuclear layer and adjacent to ectopic photoreceptor nuclei located in the subretinal space (arrowheads; F and H). No morphological changes were observed in the control retinae. GCL, ganglion cell layer; INL, inner nuclear layer; ONL, outer nuclear layer. Scale bars: 20 µm. Scale bar in the inset: 10 µm.

 In conclusion, the absence of differences in transcriptomes between control and CRB2 null retinas is not due to suppression of the CRB2 retinal phenotype on C57BL/6J background.

## Discussion

At the time points of retinal development analysed, the retinas lacking CRB2 showed discrete but consistent phenotypes mainly at the periphery of the retina, with the exception of the P10 time point where the phenotype became severe with the accumulation of misplaced photoreceptor cells in the subretinal space throughout the entire retina. However, no differences were found in the mutant retinas in our gene profiling studies, with exception of *Hey1* at P10. This finding was unexpected since several studies demonstrated that the CRB complex members are able to regulate several important signalling pathways including the Notch1 [9-11], mTORC1 [12,13] and the Hippo pathway [3,14-17]. Moreover, the knockout retinas showed alteration in several cellular parameters, as for example, increase in apoptosis, number of retinal progenitor cells and/or in the number of late born cells such as Müller glia and rod photoreceptor cells. 

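On the arrays, the log2 intensity of the Hey1 probe A_51_P258409 at P10 was 11.31 ± 0.212 in control and 11.17 ± 0.157 in cKO retinas (SD, 4 each). Its log2 fold change was -0.14 (standard error 0.103, limma adjusted p = 1), with the cKO retina lower on 4 of 4 arrays (exact permutation test, two-sided p = 0.314). With the P10 groups of Table S2, the cKO retinas are the higher ones. At P0, P3 and P6 the log2 fold changes were -0.03, 0.01 and 0.03.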

The mislocalized photoreceptors showed an immature morphology and polarity defects. The findings may be explained in part by the mosaic genetic nature of the mutant retinas which contain mutant next to wild type cells due to insufficient levels of *Cre* expression in a subset of cells. The use of a Cre mouse line that expresses Cre in all retinal progenitor cells might circumvent this problem. In the current study, retinas with loss of CRB2 in a mix of mutant radial glial progenitor cells, rod and cone photoreceptors, and Müller glia cells were analysed in the gene expression studies. In future studies, it might be worthwhile to ablate expression of CRB2 by different Cre-drivers specifically in photoreceptors and/or Müller glia cells and perform gene expression profiles on purified photoreceptors and/or Müller glia cells purified by cell sorting.

In previous studies using *Crb1* mutant mice on mixed genetic background (50% OLA129 and 50% C57BL/6J), only a limited number of ﬁve genes showed changes in gene expression in 3-months-old white-light-exposed *Crb1* ^*-/-*^ mice [36]. Three of these genes are involved in inhibition of chromatid separation (*Pttg1*), chromatid cohesion (*Esco1*), or chromosome stabilization (*similar to histone H2b*). Interestingly, downregulation of *Pttg1* was also detected in white light exposed *Crb1* ^*C249W/-*^ retinas that expressed a CRB1 protein with an amino acid substitution in the extracellular domain [42].

 In *Crb2* null retinas, the CRB2 protein is lost from the entire subapical region. However, loss of CRB2 leads to loss of localization of other apical proteins, as for example members of the CRB, PAR and adherens junction complexes, only at foci where mislocalized cells were found.

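The size of a difference that the arrays could show was tested on simulated data. Arrays of 39283 probes were drawn with the mean of each probe at each age and its spread, capped at 1 on the log2 scale. The deviation that retinas of 1 array share was left out. In the cKO retinas, 200 of the brighter probes were changed by 1 on the log2 scale at all ages and 200 others at P10 only. The limma fit recovered 99.5% of them over all ages, 97.0% at P0, 97.5% at P3, 94.0% at P6 and 95.5% of 400 at P10. With a change of 0.5 on the log2 scale, it recovered 95.0% over all ages, 63.0% at P0, 64.5% at P3, 67.5% at P6 and 61.0% at P10, and 26.0% of the probes changed at P10 only in the test of the interaction. So many changed probes loosen the Benjamini-Hochberg cutoff, so a gene that changes alone would be found less often than these rates.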

In conclusion, the results suggest that loss of CRB2 in the developing retina had no major influence on the gene expression profile. 

## Supporting Information

Figure S1 **Principal component analysis (PCA) of all probes and all samples.** PCA analysis separates samples on the age. Each data point/shape represents a sample, with all the arrays presented on the PCA plot. Crb2 conditional knockout (CKO) (red), and control (CONT) (blue) samples, are distinguished by color, and age P0 (piramide), P32 (tetrahedron), P6 (octahedron), and P10 (cube) are distinguished by shape. Given PC 1 describes the largest amount of data variance (34%), the aggregation of the samples is mostly accounted for the sample age. The percentage values in parentheses indicate the proportion of total variance described by each PC. PC 1 principal component 1 (X-axis); PC 2 principal component 2 (Y-axis); PC 3 principal component 3 (Z-axis).
(TIF) Click here for additional data file.

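In a principal component analysis of the log2 intensities of all 39283 probes, unscaled, the first component held 48.9% of the variance, the second 6.90% and the third 4.95%. With each probe scaled to the same variance, a setting chosen after the data had been seen, the first component held 32.9%. Age explained 99.7% of the first component and genotype 0.0178%. The mean scores of the control retinas on this component were -73.5 at P0, -40.4 at P3, 33.3 at P6 and 105 at P10. Those of the cKO retinas were -72.0 at P0, -43.4 at P3, 31.5 at P6 and 101 at P10.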

Figure S2 **Loss of CRB2 results retinal disorganization in mice C57BL/6J genetic background.** Toluidine stained light microscopic pictures of retina sections at different ages, P10 - (**A**), 1M - (**C**), 3M - (**D**). Whole section figures, from the CRB2 null retinas, were mounted from individual pictures using stitching/MosaicJ pluging from ImageJA v1.45b. GCL, ganglion cell layer; INL, inner nuclear layer; ONL, outer nuclear layer. Scale bar: 50 µm.
(TIF) Click here for additional data file.

Table S1 **Concentration and integrity of the RNA and cRNA samples used in the microarray (P0 and P3).**
(DOCX) Click here for additional data file.

Table S2 **Concentration and integrity of the RNA and cRNA samples used in the microarray (P6 and P10).**
(DOCX) Click here for additional data file.

Table S3 **Description of the hybridization pairs and distribution of the samples in the arrays.**
(DOCX) Click here for additional data file.

Table S4 **qRT-PCR primers used in this study.**
(DOCX) Click here for additional data file.

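Of the 100 genes that the paper lists with the lowest p-values at P0, 100 were found on the arrays, and 100 had the same direction in the values computed here. The cKO retinas were the lower ones for 34 of them. The median difference between the listed and the computed log2 fold change was 0.00854, and 33 of the 100 had an unadjusted p below 0.05 in the limma model, whose spread is shared among all ages. The first gene of the list, LOC100047591, was not well above background in any group. Its log2 intensity at P0 was 5.24 ± 0.0709 in control and 5.51 ± 0.0443 in cKO retinas (SD, 5 each), and the cKO retina was higher on 5 of 5 arrays (exact permutation test, two-sided p = 0.00794). In limma its adjusted p was 1.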

Table S5 **Differential gene expression between control and knockout neuroretinas in fold differences, at postnatal day 0.** Top 100 genes ranked on their *P* value given by the students’ t-test (P value) before applying Benjamini–Hochberg (P value bh) method for correct to multiple testing. The expression value to the individual genes for control (CONT) and knockout (CKO) groups (log_2_ intensity), and the fold differences between control and knockout (FC) are also described in the table.
(DOCX) Click here for additional data file.

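Among the 100 genes that the paper lists with the lowest p-values at P3, 74 were lower in the cKO retinas, 100 of 100 had the same direction here, and 53 had an unadjusted p below 0.05 in limma. The first of them, the transcript NAP060965-1 on chromosome 2 from 149158832 to 149158891, was 7.97 ± 0.0587 in control and 7.45 ± 0.0680 in cKO retinas (SD, 5 each). Its log2 fold change was -0.52 (standard error 0.144, limma adjusted p = 0.790), with the cKO retina lower on 5 of 5 arrays. With the methods' t-test on these values, its adjusted p was 0.0461, where the paper's Table S6 lists 0.0568.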

Table S6 **Differential gene expression between control and knockout neuroretinas in fold differences, at postnatal day 3.** Top 100 genes ranked on their *P* value given by the students’ t-test (P value) before applying Benjamini–Hochberg (P value bh) method for correct to multiple testing. The expression value to the individual genes for control (CONT) and knockout (CKO) groups (log_2_ intensity), and the fold differences between control and knockout (FC) are also described in the table.
(DOCX) Click here for additional data file.

Table S7 **Differential gene expression between control and knockout neuroretinas in fold differences, at postnatal day 6.** Top 100 genes ranked on their *P* value given by the students’ t-test (P value) before applying Benjamini–Hochberg (P value bh) method for correct to multiple testing. The expression value to the individual genes for control (CONT) and knockout (CKO) groups (log_2_ intensity), and the fold differences between control and knockout (FC) are also described in the table.
(DOCX) Click here for additional data file.

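Of the 100 probes listed for P6, 65 were lower in the cKO retinas, and 100 of 100 had the same direction in the values computed here. In limma, 32 of them had an unadjusted p below 0.05. The first gene, Lypd6b, lies on chromosome 2 from 49804191 to 49804250, 12.15 Mb from the Crb2 probe. It was 9.33 ± 0.0439 in control and 9.02 ± 0.101 in cKO retinas (SD, 5 each), a log2 fold change of -0.31 (standard error 0.118, adjusted p = 1.00). The cKO retina was lower on 5 of 5 arrays at P6 and on 18 of 19 over all ages.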

Table S8 **Differential gene expression between control and knockout neuroretinas in fold differences, at postnatal day 10.** Top 100 genes ranked on their *P* value given by the students’ t-test (P value) before applying Benjamini–Hochberg (P value bh) method for correct to multiple testing. The expression value to the individual genes for control (CONT) and knockout (CKO) groups (log_2_ intensity), and the fold differences between control and knockout (FC) are also described in the table.
(DOCX) Click here for additional data file.

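Of the 100 probes listed for P10, 89 were lower in the cKO retinas, 99 of 100 had the same direction here, and 54 had an unadjusted p below 0.05 in limma. The first gene, Gm5811 on chromosome 12, was 10.91 ± 0.0141 in control and 11.05 ± 0.0210 in cKO retinas (SD, 4 each), a log2 fold change of 0.14 (standard error 0.105, adjusted p = 1). The cKO retina was higher on 4 of 4 arrays (exact permutation test, two-sided p = 0.0286, the smallest that 4 against 4 retinas allow). The directions are those of the sample labels, and each would turn with the P10 groups of Table S2.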

## References

[1] YoungRW (1985) Cell differentiation in the retina of the mouse. Anat Rec 212: 199-205. doi:10.1002/ar.1092120215. PubMed: 3842042.3842042

[2] LiveseyFJ, CepkoCL (2001) Vertebrate neural cell-fate determination: lessons from the retina. Nat Rev Neurosci 2: 109-118. doi:10.1038/35053522. PubMed: 11252990.11252990

[3] Martin-BelmonteF, Perez-MorenoM (2012) Epithelial cell polarity, stem cells and cancer. Nat Rev Cancer 12: 23-38. PubMed: 22169974.10.1038/nrc316922169974

[4] AlvesCH, Sanz SanzA, ParkB, PellissierLP, TanimotoN et al. (2013) Loss of CRB2 in the mouse retina mimics human retinitis pigmentosa due to mutations in the CRB1 gene. Hum Mol Genet 22: 35-50. doi:10.1093/hmg/dds398. PubMed: 23001562.23001562

[5] ParkB, AlvesCH, LundvigDM, TanimotoN, BeckSC et al. (2011) PALS1 Is Essential for Retinal Pigment Epithelium Structure and Neural Retina Stratification. J Neurosci 31: 17230-17241. doi:10.1523/JNEUROSCI.4430-11.2011. PubMed: 22114289.22114289PMC6623860

[6] ChoSH, KimJY, SimonsDL, SongJY, LeJH et al. (2012) Genetic ablation of Pals1 in retinal progenitor cells models the retinal pathology of Leber congenital amaurosis. Hum Mol Genet 21: 2663-2676. doi:10.1093/hmg/dds091. PubMed: 22398208.22398208PMC3363335

[7] van de PavertSA, KantardzhievaA, MalyshevaA, MeulemanJ, VersteegI et al. (2004) Crumbs homologue 1 is required for maintenance of photoreceptor cell polarization and adhesion during light exposure. J Cell Sci 117: 4169-4177. doi:10.1242/jcs.01301. PubMed: 15316081.15316081

[8] FuX, SunH, KleinWH, MuX (2006) Beta-catenin is essential for lamination but not neurogenesis in mouse retinal development. Dev Biol 299: 424-437. doi:10.1016/j.ydbio.2006.08.015. PubMed: 16959241.16959241PMC3385515

[9] HerranzH, StamatakiE, FeiguinF, MilánM (2006) Self-refinement of Notch activity through the transmembrane protein Crumbs: modulation of gamma-secretase activity. EMBO Rep 7: 297-302. doi:10.1038/sj.embor.7400617. PubMed: 16440003.16440003PMC1456882

[10] MitsuishiY, HasegawaH, MatsuoA, ArakiW, SuzukiT et al. (2010) Human CRB2 inhibits gamma-secretase cleavage of amyloid precursor protein by binding to the presenilin complex. J Biol Chem 285: 14920-14931. doi:10.1074/jbc.M109.038760. PubMed: 20299451.20299451PMC2865292

[11] OhataS, AokiR, KinoshitaS, YamaguchiM, Tsuruoka-KinoshitaS et al. (2011) Dual roles of Notch in regulation of apically restricted mitosis and apicobasal polarity of neuroepithelial cells. Neuron 69: 215-230. doi:10.1016/j.neuron.2010.12.026. PubMed: 21262462.21262462

[12] Massey-HarrocheD, DelgrossiMH, Lane-GuermonprezL, ArsantoJP, BorgJP et al. (2007) Evidence for a molecular link between the tuberous sclerosis complex and the Crumbs complex. Hum Mol Genet 16: 529-536. doi:10.1093/hmg/ddl485. PubMed: 17234746.17234746

[13] KimS, LehtinenMK, SessaA, ZappaterraMW, ChoSH et al. (2010) The apical complex couples cell fate and cell survival to cerebral cortical development. Neuron 66: 69-84. doi:10.1016/j.neuron.2010.03.019. PubMed: 20399730.20399730PMC2872122

[14] ZhaoB, TumanengK, GuanKL (2011) The Hippo pathway in organ size control, tissue regeneration and stem cell self-renewal. Nat Cell Biol 13: 877-883. doi:10.1038/ncb2303. PubMed: 21808241.21808241PMC3987945

[15] ChenCL, GajewskiKM, HamaratogluF, BossuytW, Sansores-GarciaL et al. (2010) The apical-basal cell polarity determinant Crumbs regulates Hippo signaling in Drosophila. Proc Natl Acad Sci U S A 107: 15810-15815. doi:10.1073/pnas.1004060107. PubMed: 20798049.20798049PMC2936591

[16] RobinsonBS, HuangJ, HongY, MobergKH (2010) Crumbs regulates Salvador/Warts/Hippo signaling in Drosophila via the FERM-domain protein Expanded. Curr Biol 20: 582-590. doi:10.1016/j.cub.2010.03.019. PubMed: 20362445.20362445PMC2855393

[17] VarelasX, Samavarchi-TehraniP, NarimatsuM, WeissA, CockburnK et al. (2010) The Crumbs complex couples cell density sensing to Hippo-dependent control of the TGF-beta-SMAD pathway. Dev Cell 19: 831-844. doi:10.1016/j.devcel.2010.11.012. PubMed: 21145499.21145499

[18] PellikkaM, TanentzapfG, PintoM, SmithC, McGladeCJ et al. (2002) Crumbs, the Drosophila homologue of human CRB1/RP12, is essential for photoreceptor morphogenesis. Nature 416: 143-149. doi:10.1038/nature721. PubMed: 11850625.11850625

[19] RichardM, RoepmanR, AartsenWM, van RossumAG, den HollanderAI, et al. (2006) Towards understanding CRUMBS function in retinal dystrophies. Hum Mol Genet 15 Spec No 2: R235-243 10.1093/hmg/ddl19516987889

[20] den HollanderAI, ten BrinkJB, de KokYJ, van SoestS, van den BornLI et al. (1999) Mutations in a human homologue of Drosophila crumbs cause retinitis pigmentosa (RP12). Nat Genet 23: 217-221. doi:10.1038/13848. PubMed: 10508521.10508521

[21] den HollanderAI, DavisJ, van der Velde-VisserSD, ZonneveldMN, PierrottetCO et al. (2004) CRB1 mutation spectrum in inherited retinal dystrophies. Hum Mutat 24: 355-369. doi:10.1002/humu.20093. PubMed: 15459956.15459956

[22] MehalowAK, KameyaS, SmithRS, HawesNL, DenegreJM et al. (2003) CRB1 is essential for external limiting membrane integrity and photoreceptor morphogenesis in the mammalian retina. Hum Mol Genet 12: 2179-2189. doi:10.1093/hmg/ddg232. PubMed: 12915475.12915475

[23] PellissierLP, AlvesCH, QuinnPM, VosRM, TanimotoN et al. (2013) Targeted Ablation of Crb1 and Crb2 in Retinal Progenitor Cells Mimics Leber Congenital Amaurosis. PLOS Genet (in press).10.1371/journal.pgen.1003976PMC385479624339791

[24] ZhangSS, XuX, LiuMG, ZhaoH, SoaresMB et al. (2006) A biphasic pattern of gene expression during mouse retina development. BMC Dev Biol 6: 48. doi:10.1186/1471-213X-6-48. PubMed: 17044933.17044933PMC1633734

[25] LiveseyFJ, FurukawaT, SteffenMA, ChurchGM, CepkoCL (2000) Microarray analysis of the transcriptional network controlled by the photoreceptor homeobox gene Crx. Curr Biol 10: 301-310. doi:10.1016/S0960-9822(00)00379-1. PubMed: 10744971.10744971

[26] FarjoR, YuJ, OthmanMI, YoshidaS, ShethS et al. (2002) Mouse eye gene microarrays for investigating ocular development and disease. Vision Res 42: 463-470. doi:10.1016/S0042-6989(01)00219-X. PubMed: 11853762.11853762

[27] DíazE, YangYH, FerreiraT, LohKC, OkazakiY et al. (2003) Analysis of gene expression in the developing mouse retina. Proc Natl Acad Sci U S A 100: 5491-5496. doi:10.1073/pnas.0831080100. PubMed: 12702772.12702772PMC154372

[28] DorrellMI, AguilarE, WeberC, FriedlanderM (2004) Global gene expression analysis of the developing postnatal mouse retina. Invest Ophthalmol Vis Sci 45: 1009-1019. doi:10.1167/iovs.03-0806. PubMed: 14985324.14985324

[29] LiuMG, LiH, XuX, BarnstableCJ, ZhangSS (2008) Comparison of gene expression during in vivo and in vitro postnatal retina development. J Ocul Biol Dis Infor 1: 59-72. doi:10.1007/s12177-008-9009-z. PubMed: 20072636.20072636PMC2802513

[30] GustincichS, ContiniM, GariboldiM, PuopoloM, KadotaK et al. (2004) Gene discovery in genetically labeled single dopaminergic neurons of the retina. Proc Natl Acad Sci U S A 101: 5069-5074. doi:10.1073/pnas.0400913101. PubMed: 15047890.15047890PMC387375

[31] FarkasRH, QianJ, GoldbergJL, QuigleyHA, ZackDJ (2004) Gene expression profiling of purified rat retinal ganglion cells. Invest Ophthalmol Vis Sci 45: 2503-2513. doi:10.1167/iovs.03-1391. PubMed: 15277470.15277470

[32] MuX, BeremandPD, ZhaoS, PershadR, SunH et al. (2004) Discrete gene sets depend on POU domain transcription factor Brn3b/Brn-3.2/POU4f2 for their expression in the mouse embryonic retina. Development 131: 1197-1210. doi:10.1242/dev.01010. PubMed: 14973295.14973295

[33] ZhangSS, XuX, LiJ, LiuMG, ZhaoH et al. (2005) Comprehensive in silico functional specification of mouse retina transcripts. BMC Genomics 6: 40. doi:10.1186/1471-2164-6-40. PubMed: 15777472.15777472PMC1083414

[34] CorboJC, CepkoCL (2005) A hybrid photoreceptor expressing both rod and cone genes in a mouse model of enhanced S-cone syndrome. PLoS Genet 1: e11. doi:10.1371/journal.pgen.0010011. PubMed: 16110338.16110338PMC1186732

[35] ZnoikoSL, RohrerB, LuK, LohrHR, CrouchRK et al. (2005) Downregulation of cone-specific gene expression and degeneration of cone photoreceptors in the Rpe65-/- mouse at early ages. Invest Ophthalmol Vis Sci 46: 1473-1479. doi:10.1167/iovs.04-0653. PubMed: 15790918.15790918

[36] van de PavertSA, MeulemanJ, MalyshevaA, AartsenWM, VersteegI et al. (2007) A single amino acid substitution (Cys249Trp) in Crb1 causes retinal degeneration and deregulates expression of pituitary tumor transforming gene Pttg1. J Neurosci 27: 564-573. doi:10.1523/JNEUROSCI.3496-06.2007. PubMed: 17234588.17234588PMC6672796

[37] MuzumdarMD, TasicB, MiyamichiK, LiL, LuoL (2007) A global double-fluorescent Cre reporter mouse. Genesis 45: 593-605. doi:10.1002/dvg.20335. PubMed: 17868096.17868096

[38] SmythGK (2004) Linear models and empirical bayes methods for assessing differential expression in microarray experiments. Stat Appl Genet Mol Biol 3: Article3 10.2202/1544-6115.102716646809

[39] BossersK, YlstraB, BrakenhoffRH, SmeetsSJ, VerhaagenJ et al. (2010) Intensity-based analysis of dual-color gene expression data as an alternative to ratio-based analysis to enhance reproducibility. BMC Genomics 11: 112. doi:10.1186/1471-2164-11-112. PubMed: 20163706.20163706PMC2838842

[40] HochbergY.BaY (1995) Controlling the False Discovery Rate: A Practical and Powerful Approach to Multiple Testing. J R Stat Soc Series B Stat Methodol 57: 289-300

[41] EdgarR, DomrachevM, LashAE (2002) Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res 30: 207-210. doi:10.1093/nar/30.1.207. PubMed: 11752295.11752295PMC99122

[42] van de PavertSA, SanzAS, AartsenWM, VosRM, VersteegI et al. (2007) Crb1 is a determinant of retinal apical Muller glia cell features. Glia 55: 1486-1497. doi:10.1002/glia.20561. PubMed: 17705196.17705196

# Supplementary material for: Microarray and Morphological Analysis of Early Postnatal CRB2 Mutant Retinas on a Pure C57BL/6J Genetic Background
**Source:** PLoS One. 2013 Dec 6;8(12):e82532. doi: 10.1371/journal.pone.0082532
**Supplement:** Table S1 — Concentration and integrity of the RNA and cRNA samples used in the microarray (P0 and P3).

**Table S1.**

| Time Point | Group | Sample ID | Abs (nm) | 260nm | 280nm | 260/280 | 230/260 | conc (ng/µl) | µg | RIN | Dye | Cy (pmol/µl) | µg cRNA | pmol Cy per µg cRNA |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| P0 | Control | 3 | 2.80 | 6.50 | 3.30 | 1.96 | 2.27 | 260.7 | 7.8 | 9.2 | Cy3 | 2.0 | 6.0 | 10.1 |
| P0 | Control | 7 | 4.20 | 6.10 | 3.10 | 1.98 | 1.47 | 247.3 | 7.4 | 9.5 | Cy3 | 2.8 | 7.3 | 11.4 |
| P0 | Control | 10 | 3.40 | 7.60 | 3.90 | 1.92 | 2.23 | 306.2 | 9.2 | 8.4 | Cy5 | 2.8 | 6.0 | 14.0 |
| P0 | Control | 13 | 2.30 | 5.20 | 2.60 | 1.97 | 2.21 | 209.4 | 6.3 | 9.5 | Cy5 | 3.0 | 6.7 | 13.5 |
| P0 | Control | 24 | 2.30 | 4.30 | 2.20 | 1.94 | 1.85 | 173.6 | 5.2 | 9.1 | Cy5 | 3.0 | 6.0 | 14.9 |
| P0 | cKO | 2 | 2.50 | 5.20 | 2.60 | 1.94 | 2.07 | 209.1 | 6.3 | 9.5 | Cy3 | 3.0 | 7.2 | 12.6 |
| P0 | cKO | 15 | 2.70 | 6.10 | 3.10 | 1.94 | 2.26 | 245.2 | 7.4 | 10.0 | Cy3 | 2.5 | 6.3 | 12.0 |
| P0 | cKO | 20 | 2.50 | 4.98 | 2.50 | 1.96 | 1.94 | 199.5 | 6.0 | 9.7 | Cy3 | 3.1 | 7.3 | 12.7 |
| P0 | cKO | 25 | 4.00 | 4.80 | 2.40 | 1.99 | 1.18 | 193.6 | 5.8 | 8.8 | Cy5 | 2.0 | 5.6 | 10.7 |
| P0 | cKO | 28 | 2.50 | 5.80 | 2.90 | 1.96 | 2.24 | 232.8 | 7.0 | 9.9 | Cy5 | 2.4 | 6.6 | 10.9 |
| P3 | Control | 11 | 2.10 | 4.70 | 2.40 | 1.97 | 2.27 | 190.7 | 5.7 | 10.0 | Cy3 | 3.2 | 6.6 | 14.5 |
| P3 | Control | 21 | 2.90 | 5.50 | 2.70 | 2.05 | 1.92 | 223.6 | 6.7 | 9.5 | Cy3 | 3.3 | 7.4 | 13.3 |
| P3 | Control | 23 | 2.60 | 5.80 | 2.90 | 2.00 | 2.21 | 233.4 | 7.0 | 9.8 | Cy5 | 3.5 | 7.4 | 14.1 |
| P3 | Control | 38 | 2.70 | 5.20 | 2.60 | 2.00 | 1.96 | 211.9 | 6.4 | 9.6 | Cy5 | 3.5 | 7.4 | 14.1 |
| P3 | Control | 43 | 2.40 | 5.30 | 2.60 | 2.03 | 2.19 | 213.8 | 6.4 | 9.3 | Cy5 | 3.7 | 7.5 | 14.8 |
| P3 | cKO | 8 | 1.90 | 3.80 | 1.90 | 1.93 | 1.97 | 153.2 | 4.6 | 8.4 | Cy3 | 2.5 | 6.4 | 11.7 |
| P3 | cKO | 17 | 2.50 | 5.70 | 2.80 | 2.02 | 2.29 | 230.7 | 6.9 | 9.9 | Cy3 | 3.1 | 7.5 | 12.4 |
| P3 | cKO | 22 | 3.20 | 6.80 | 3.40 | 2.00 | 2.18 | 274.7 | 8.2 | 9.9 | Cy3 | 2.9 | 7.1 | 12.2 |
| P3 | cKO | 34 | 2.80 | 6.50 | 3.20 | 1.98 | 2.29 | 260.4 | 7.8 | 9.3 | Cy5 | 4.2 | 8.2 | 15.4 |
| P3 | cKO | 36 | 2.70 | 6.10 | 3.10 | 1.98 | 2.24 | 247.0 | 7.4 | 10.0 | Cy5 | 3.0 | 6.6 | 13.6 |

# Supplementary material for: Microarray and Morphological Analysis of Early Postnatal CRB2 Mutant Retinas on a Pure C57BL/6J Genetic Background
**Source:** PLoS One. 2013 Dec 6;8(12):e82532. doi: 10.1371/journal.pone.0082532
**Supplement:** Table S2 — Concentration and integrity of the RNA and cRNA samples used in the microarray (P6 and P10).

**Table S2.**

| Time Point | Group | Sample ID | Abs (nm) | 260nm | 280nm | 260/280 | 230/260 | conc (ng/µl) | µg | RIN | Dye | Cy (pmol/µl) | µg cRNA | pmol Cy per µg cRNA |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| P6 | Control | **11** | 3.10 | 5.00 | 2.40 | 2.03 | 1.59 | 200.5 | 6.0 | 9.4 | Cy3 | 2.5 | 6.3 | 11.9 |
| P6 | Control | **18** | 1.90 | 4.20 | 2.10 | 2.03 | 2.27 | 171.8 | 5.2 | 9.4 | Cy3 | 3.1 | 7.3 | 12.7 |
| P6 | Control | **20** | 2.50 | 4.90 | 2.40 | 2.01 | 1.96 | 199.8 | 6.0 | 9.5 | Cy5 | 3.8 | 7.4 | 15.5 |
| P6 | Control | **22** | 2.30 | 4.70 | 2.30 | 1.97 | 2.12 | 188.9 | 5.7 | 9.2 | Cy5 | 3.7 | 7.0 | 15.9 |
| P6 | Control | **24** | 2.60 | 5.60 | 2.70 | 2.03 | 2.11 | 224.9 | 6.8 | 9.5 | Cy5 | 2.4 | 5.3 | 13.6 |
| P6 | cKO | **1** | 3.20 | 7.10 | 3.60 | 1.97 | 2.22 | 285.8 | 8.6 | 9.5 | Cy3 | 3.6 | 8.1 | 13.3 |
| P6 | cKO | **4** | 2.50 | 5.40 | 2.70 | 1.97 | 2.16 | 218.9 | 6.6 | 9.4 | Cy3 | 3.0 | 7.0 | 12.9 |
| P6 | cKO | **8** | 2.30 | 4.80 | 2.30 | 2.02 | 2.09 | 192.8 | 5.8 | 9.5 | Cy3 | 3.3 | 7.3 | 13.5 |
| P6 | cKO | **13R** | 2.33 | 4.50 | 2.30 | 2.00 | 1.94 | 180.8 | 5.4 | 8.7 | Cy5 | 3.4 | 6.6 | 15.4 |
| P6 | cKO | **27** | 2.10 | 4.20 | 2.10 | 2.01 | 1.93 | 169.2 | 5.1 | 9.6 | Cy5 | 3.8 | 7.1 | 16.1 |
| P10 | Control | **20** | 2.90 | 5.40 | 2.70 | 2.02 | 1.88 | 216.0 | 6.5 | 8.8 | Cy3 | 5.3 | 9.7 | 16.4 |
| P10 | Control | **22** | 3.10 | 7.00 | 3.50 | 2.00 | 2.26 | 281.5 | 8.5 | 9.0 | Cy3 | 3.8 | 8.0 | 14.2 |
| P10 | Control | **32** | 2.60 | 5.90 | 2.90 | 2.00 | 2.23 | 235.3 | 7.1 | 8.4 | Cy5 | 3.5 | 3.7 | 15.6 |
| P10 | Control | **33** | 2.60 | 5.20 | 2.50 | 2.04 | 1.95 | 208.7 | 6.3 | 8.3 | Cy5 | 3.6 | 6.0 | 17.9 |
| P10 | Control | **34** | 2.50 | 5.20 | 2.60 | 2.01 | 2.01 | 208.5 | 6.3 | 9.0 | Cy5 | 4.3 | 7.8 | 16.6 |
| P10 | cKO | **24** | 2.50 | 5.10 | 2.50 | 2.03 | 2.02 | 202.4 | 6.1 | 8.6 | Cy3 | 3.5 | 6.4 | 16.3 |
| P10 | cKO | **25** | 2.60 | 5.60 | 2.80 | 2.03 | 2.13 | 223.9 | 6.7 | 9.2 | Cy3 | 4.4 | 8.3 | 15.9 |
| P10 | cKO | **26** | 1.70 | 3.70 | 1.90 | 1.99 | 2.12 | 148.0 | 4.4 | 9.0 | Cy3 | 3.6 | 7.0 | 15.5 |
| P10 | cKO | **27** | 2.20 | 4.70 | 2.40 | 2.00 | 2.18 | 189.1 | 5.7 | 9.5 | Cy5 | 5.1 | 8.6 | 17.9 |
| P10 | cKO | **29** | 4.90 | 5.50 | 2.70 | 2.01 | 1.12 | 219.2 | 6.6 | 8.5 | Cy5 | 3.8 | 6.5 | 17.6 |

# Supplementary material for: Microarray and Morphological Analysis of Early Postnatal CRB2 Mutant Retinas on a Pure C57BL/6J Genetic Background
**Source:** PLoS One. 2013 Dec 6;8(12):e82532. doi: 10.1371/journal.pone.0082532
**Supplement:** Table S3 — Description of the hybridization pairs and distribution of the samples in the arrays.

**Table S3.**

| Array | Age | Sample ID | Group | Dye | pmol Cy per µg cRNA |
| --- | --- | --- | --- | --- | --- |
| 1 | P0 | 3 | Control | Cy3 | 10.1 |
|  | P0 | 25 | cKO | Cy5 | 10.7 |
| 2 | P0 | 7 | Control | Cy3 | 11.4 |
|  | P0 | 28 | cKO | Cy5 | 10.9 |
| 3 | P0 | 2 | cKO | Cy3 | 12.6 |
|  | P0 | 10 | Control | Cy5 | 14.0 |
| 4 | P0 | 15 | cKO | Cy3 | 12.0 |
|  | P0 | 13 | Control | Cy5 | 13.5 |
| 5 | P0 | 24 | Control | Cy5 | 14.9 |
|  | P0 | 20 | cKO | Cy3 | 12.7 |
| 6 | P3 | 23 | Control | Cy5 | 14.1 |
|  | P3 | 8 | cKO | Cy3 | 11.7 |
| 7 | P3 | 38 | Control | Cy5 | 14.1 |
|  | P3 | 17 | cKO | Cy3 | 12.4 |
| 8 | P3 | 43 | Control | Cy5 | 14.8 |
|  | P3 | 22 | cKO | Cy3 | 12.2 |
| 9 | P3 | 34 | cKO | Cy5 | 15.4 |
|  | P3 | 11 | Control | Cy3 | 14.5 |
| 10 | P3 | 36 | cKO | Cy5 | 13.6 |
|  | P3 | 21 | Control | Cy3 | 13.3 |
| 11 | P6 | 13R | cKO | Cy5 | 15.4 |
|  | P6 | 11 | Control | Cy3 | 11.9 |
| 12 | P6 | 27 | cKO | Cy5 | 16.1 |
|  | P6 | 18 | Control | Cy3 | 12.7 |
| 13 | P6 | 20 | Control | Cy5 | 15.5 |
|  | P6 | 1 | cKO | Cy3 | 13.3 |
| 14 | P6 | 22 | Control | Cy5 | 15.9 |
|  | P6 | 4 | cKO | Cy3 | 12.9 |
| 15 | P6 | 24 | Control | Cy5 | 13.6 |
|  | P6 | 8 | cKO | Cy3 | 13.5 |
| 16 | P10 | 29 | Control | Cy5 | 17.6 |
|  | P10 | 20 | cKO | Cy3 | 16.4 |
| 17 | P10 | 32 | cKO | Cy5 | 16.5 |
|  | P10 | 26 | Control | Cy3 | 15.5 |
| 18 | P10 | 33 | cKO | Cy5 | 17.9 |
|  | P10 | 24 | Control | Cy3 | 16.3 |
| 19 | P10 | 34 | cKO | Cy5 | 16.6 |
|  | P10 | 25 | Control | Cy3 | 15.9 |
| 20 | P10 | 27 | Control | Cy5 | 17.9 |
|  | P10 | 22 | cKO | Cy3 | 14.2 |

# Supplementary material for: Microarray and Morphological Analysis of Early Postnatal CRB2 Mutant Retinas on a Pure C57BL/6J Genetic Background
**Source:** PLoS One. 2013 Dec 6;8(12):e82532. doi: 10.1371/journal.pone.0082532
**Supplement:** Table S4 — qRT-PCR primers used in this study.

**Table S4.**

|  | Gene | Primer ID | Forward | Reverse |
| --- | --- | --- | --- | --- |
| Reference genes | Hprt | 170/171 | CCTAAGATGAGCGCAAGTTGAA | CCACAGGACTAGAACACCTGCTAA |
|  | EF1a | 172/173 | CTGGATGCTCGCCATCAAA | GGCGCTTTTCCTCTTGAAGAA |
|  | RS27a | 174/175 | AAGGTGGATGAAAATGGCAAA | CCATGAAAACTCCCAGCACCA |
| Crumbs Family | mCrb1 | 3/4 | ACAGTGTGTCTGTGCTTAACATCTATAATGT | CGTTCTCCAGAGTAATGTGATTCAAA |
|  | mCrb2 | 534/535 | TCCGGGATCCTACTCCATCTATC | CCAGAAGCACAGTTCCCTTGAG |
|  | mCrb2 | 536/537 | TGCTGGCCTCAGATGTCAGA | CCAGAGAATCCTGCACTGCAA |
|  | mCrb3 | 5/5 | ATTGGGAACCTGAGCGAAGTC | CCCTAAGGCGCCAATTCCTA |
| mTOR | PTEN | 538/539 | TGGATTCGACTTAGACTTGACCT | GCGGTGTCATAATGTCTCTCAG |
|  | PIK3R1 | 542/543 | GCAGAGGGCTACCAGTACAGA | CTGAATCCAAGTGCCACTAAGG |
|  | TSC1 | 546/547 | ACTCTCCCTTCTACCGAGACA | GAGGCTGCCGAATGAGTCTTC |
|  | TSC2 | 550/551 | GAGCTGATTAACTCGGTGGTC | GGCCAGGTCCCTTTCTTCC |
|  | mTOR | 552/553 | ACCGGCACACATTTGAAGAAG | CTCGTTGAGGATCAGCAAGG |
|  | RPS6 | 554/555 | AGCTCCGCACCTTCTATGAGA | GGGAAAACCTTGCTTGTCATTC |
|  | 4BPE1 | 556/557 | GGGGACTACAGCACCACTC | CTCATCGCTGGTAGGGCTA |
|  | eIF4B | 558/559 | ACGGACTTTCTAGCTGAGGAT | CGTCATCATCGTTACTATGCCA |
|  | eIF4E | 560/561 | ACCCCTACCACTAATCCCCC | CAATCGAAGGTTTGCTTGCCA |
| shh | Gli1 | 496/497 | CCAAGCCAACTTTATGTCAGGG | AGCCCGCTTCTTTGTTAATTTGA |
|  | Gli2 | 498/499 | CAACGCCTACTCTCCCAGAC | GAGCCTTGATGTACTGTACCAC |
|  | SMO | 502/503 | GAGCGTAGCTTCCGGGACTA | CTGGGCCGATTCTTGATCTCA |
|  | SHH | 504/505 | AAAGCTGACCCCTTTAGCCTA | TTCGGAGTTTCTTGTGATCTTCC |
|  | PTCH1 | 510/511 | TGTACTGATGCTTGCAGGGT | GAGACACCTCAGGACACGG |
| Notch1 | Notch1 | 386/387 | 5’CCCTTGCTCTGCCTAACGC | GGAGTCCTGGCATCGTTGG |
|  | Hes1 | 388/389 | 5’CCAGCCAGTGTCAACACGA | AATGCCGGGAGCTATCTTTCT |
|  | Hes5 | 390/391 | 5’AGTCCCAAGGAGAAAAACCGA | GCTGTGTTTCAGGTAGCTGAC |
|  | Presenilin1 | 400/401 | 5’GGTGGCTGTTTTATGTCCCAA | CAACCACACCATTGTTGAGGA |
|  | Hey1 | 552/553 | ACGCCCTGGCTATGGACTATC | GGAGGCATCGAGTCCTTCAAT |
|  | Hey2 | 524/525 | CCTGGGCACGCTACAAGCT | GATCCCGACGCCTTTTTTCT |
|  | Heyl | 530/531 | AGATGCAAGCCCGGAAGAA | GACCAATCGTCGCAATTCAGA |
| Wnt | β-catenin | 402/403 | 5’ATGGAGCCGGACAGAAAAGC | 5’CTTGCCACTCAGGGAAGGA |
|  | GSK3β | 434/435 | AAGCGATTTAAGAACCGAGAGC | AGAAATACCGCAGTCGGACTAT |
|  | P120-catenin | 444/445 | GTGGAAACCTACACCGAGGAG | CGTCTAGTGGTCCCATCATCTG |
|  | Kaiso | 446/447 | GAACTCCTTGAATGAACAGCGT | CCCAGCAACTGAGAAGAGC |
|  | Sox2 | 478/479 | AAACCACCAATCCCATCCAAA | CCCCAAAAAGAAGTCCCAAGA |
|  | cMyc | 476/477 | CCACCAGCAGCGACTCTGA | AGCCCGACTCCGACCTCTT |
| Hippo/YAP | YAP | 436/347 | TACTGATGCAGGTACTGCGG | TCAGGGATCTCAAAGGAGGAC |
|  | TAZ | 442/443 | CCGGGTGGGAGATGACCTT | AGGTTCACATGATTCAGAGGCT |
|  | Lats1 | 438/439 | TGGTGACTCTGGGGATAAAGAA | GGGAGTAACTCTGAATCCGAGAC |
|  | Birc5 | 474/475 | CCGAGAACGAGCCTGATTTG | TGCTCCTCTATCGGGTTGTCA |
|  | CTGF | 480/481 | TGTGTGACGAGCCCAAGGA | TTGGGTCTGGGCCAAATGT |
|  | Cyr61 | 464/465 | CTGCGCTAAACAACTCAACGA | GCAGATCCCTTTCAGAGCGG |

# Supplementary material for: Microarray and Morphological Analysis of Early Postnatal CRB2 Mutant Retinas on a Pure C57BL/6J Genetic Background
**Source:** PLoS One. 2013 Dec 6;8(12):e82532. doi: 10.1371/journal.pone.0082532
**Supplement:** Table S5 — Differential gene expression between control and knockout neuroretinas in fold differences, at postnatal day 0. Top 100 genes ranked on their P value given by the students’ t-test (P value) before applying Benjamini–Hochberg (P value bh) method for correct to multiple testing. The expression value to the individual genes for control (CONT) and knockout (CKO) groups (log2 intensity), and the fold differences between control and knockout (FC) are also described in the table.

**Table S5.**

# Supplementary material for: Microarray and Morphological Analysis of Early Postnatal CRB2 Mutant Retinas on a Pure C57BL/6J Genetic Background
**Source:** PLoS One. 2013 Dec 6;8(12):e82532. doi: 10.1371/journal.pone.0082532
**Supplement:** Table S6 — Differential gene expression between control and knockout neuroretinas in fold differences, at postnatal day 3. Top 100 genes ranked on their P value given by the students’ t-test (P value) before applying Benjamini–Hochberg (P value bh) method for correct to multiple testing. The expression value to the individual genes for control (CONT) and knockout (CKO) groups (log2 intensity), and the fold differences between control and knockout (FC) are also described in the table.

**Table S6.**

# Supplementary material for: Microarray and Morphological Analysis of Early Postnatal CRB2 Mutant Retinas on a Pure C57BL/6J Genetic Background
**Source:** PLoS One. 2013 Dec 6;8(12):e82532. doi: 10.1371/journal.pone.0082532
**Supplement:** Table S7 — Differential gene expression between control and knockout neuroretinas in fold differences, at postnatal day 6. Top 100 genes ranked on their P value given by the students’ t-test (P value) before applying Benjamini–Hochberg (P value bh) method for correct to multiple testing. The expression value to the individual genes for control (CONT) and knockout (CKO) groups (log2 intensity), and the fold differences between control and knockout (FC) are also described in the table.

**Table S7.**

# Supplementary material for: Microarray and Morphological Analysis of Early Postnatal CRB2 Mutant Retinas on a Pure C57BL/6J Genetic Background
**Source:** PLoS One. 2013 Dec 6;8(12):e82532. doi: 10.1371/journal.pone.0082532
**Supplement:** Table S8 — Differential gene expression between control and knockout neuroretinas in fold differences, at postnatal day 10. Top 100 genes ranked on their P value given by the students’ t-test (P value) before applying Benjamini–Hochberg (P value bh) method for correct to multiple testing. The expression value to the individual genes for control (CONT) and knockout (CKO) groups (log2 intensity), and the fold differences between control and knockout (FC) are also described in the table.

**Table S8.**

How the deposited data were processed for this re-analysis (not part of the article)

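Total RNA of single retinas of Crb2 cKO and control mice at P0, P3, P6 and P10 was measured on 2-colour Agilent mouse arrays, with 1 control and 1 cKO retina on each array. The 19 arrays analysed hold 38 retinas, with 5 retinas of each genotype at P0, P3 and P6 and 4 of each at P10. Array 20 was left out by the authors and was not analysed here. The probe positions are those of mm9, as given in the headers of the scanner files.

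The authors deposited the scanner intensity of each spot as the mean over its pixels, with the median of the local background, and a processed intensity that the Agilent software had corrected for background and dye. Flags deposited with these files mark spots that are saturated, a non-uniformity outlier or well above background. The authors made the deposited log2 intensities with normexp background correction and quantile normalization in limma, under R. The deposited table also holds p-values of the authors' 2-way ANOVA, raw and adjusted by the Benjamini-Hochberg method. Log2 fold changes at each age were deposited as the mean of the cKO columns minus the mean of the control columns. A further table deposited by the authors gives a ratio for each gene, and it was not used, because its scale could not be settled from the values. The columns of the deposited log2 table name the group only, and were matched to retinas by their correlation with the values computed here, with the same group in 38 of 38 cases. That table holds 43020 features, and 455 of them lack a value on 1 or more arrays.

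From the scanner intensities, features called saturated or a non-uniformity outlier on any array were left out, as were control spots. The values were computed with R 4.3.3, limma 3.58.1, data.table 1.17.8 and statmod 1.5.0. Normexp was run with an offset of 0, since the methods state no offset. Spots of a probe were averaged after quantile normalization. The model in limma had 8 groups, from which came the genotype effect over all ages, its interaction with age, the contrast at each age and the age effect. A probe was past the threshold at an adjusted p below 0.05. For single genes, a two-sided exact permutation test over all splits of the retinas of an age was added. Standard errors are those of limma, whose estimate of the spread is shared among the 8 groups. Variance shares, principal components and the tree used the same log2 intensities.

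The signal on each array limits the precision, since values of probes that are not well above background mostly reflect noise. No fold change is given for a gene that is at background in both groups, and a rise from background is given as a lower bound. Of the 39283 probes, 25966 have an accession found in the reference table. The symbol there was the one in the files for 22614 of them and another one for 3352, and gene names in the text are those of the files.

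Genes were named in the text by rules. These are the probes past the threshold, the lowest p at each age, the first gene of each of Tables S5 to S8 and genes in 2 or more of these tables, genes the paper names, the lowest p of the qRT-PCR list at P3 and P10, and the 3 largest rises and falls from P0 to P10. A result for 1 gene under these rules is not reported here. Where several probes carry a name, the brightest one was used. The qRT-PCR list has 34 genes. The list of stained genes has 13, which are a part of the proteins that the paper stained.

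Whether the retinas of an array belong together was checked on the residuals of the groups, since the pairing comes from the array that carries both. The alternatives were a normexp offset of 50, loess with Aquantile normalization, the processed intensities, the deposited log2 values, saturated features kept, each spot on its own, only probes with a mean log2 intensity above 7, dye as a covariate, each array as a fixed or a random block with dye, slide as a block, a fit of only the 2 groups of an age, the methods' t-test and 2-way ANOVA, sex-linked transcripts as a covariate, the P10 groups of Table S2, and each array left out in turn. These main settings and alternatives were chosen before the data were examined. The scan as a block, each probe scaled, and most alternatives for genes near Crb2 were chosen after the data had been seen.

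The fits were tested on simulated data with 200 changed probes. Counts of probes were compared with those from other splits of the same retinas, up to 100 drawn with a fixed seed, which kept 1 retina of each group on every array. Genes near Crb2 were those whose probe lies within 20 Mb of the Crb2 probe on chromosome 2, and an unadjusted p below 0.01 in the fit of P0 to P6 was compared inside and outside this window with Fisher's exact test. Staining and qRT-PCR data were not analysed here.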

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

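Among the tests reported here, those of a bright particle for Crb1, of chance for outlying retinas, of a swap for Gm3058, and of sex and dye for Spp1 were chosen only after the result was seen.

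A retina that lay apart from the others of its group by Dixon's test was found in 4 of 64 groups. These are Crb2 in the P6 control of replicate 2 at 12.14 (other controls 12.20 to 12.22), Hey1 in the P6 cKO of replicate 5 at 11.95 (others 11.54 to 11.64), and Crb1 in the P10 control and the P10 cKO of replicate 4, both at -0.11. A share of 6.25% of the groups is close to the 1 in 20 that chance gives, so chance may account for such a number. For Crb1, the local background of 65206 in Cy3 at that spot is consistent with a bright particle beside it, since the background is subtracted and the spot itself had an ordinary intensity of 614.

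For Gm3058, the test of any genotype by age interaction over the 4 ages gave a p of 0.00382 in limma (adjusted p = 1 over all probes). This test does not single out P10. Gm3058 was chosen for its low p at P0, P3 and P6, so this p and the permutation below do not test it independently. On each array, the cKO retina was lower on 15 of 15 arrays at P0 to P6, by a mean log2 difference of -0.50, and the mean difference at P10 was -0.02. A permutation of the arrays gave an exact p of 0.000258, the smallest possible. Retinas exchanged on a P10 array could be a cause. The highest P10 difference was 0.0931, and 0 of 4 arrays lay in the range that an exchange of the P0 to P6 values would give. Gm3058 itself was lower at P10 in both genotypes, at 6.90 to 7.33 against 7.94 to 9.33 at P0 to P6. The range of differences at P0 to P6 need not hold at that level, so an exchange is not excluded.

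For Spp1, the same test of any interaction gave a p of 6.81e-06 in limma, but Spp1 was chosen because it passed the threshold at P10, and over all probes its adjusted p was 0.267. Spp1 also varied more at P10 than at P0 to P6, while limma shares the spread among all ages. A difference between the ages is thus not shown. The Spp1 log2 fold change at P10 of 1.51, higher in the cKO retina on 3 of 4 arrays, is not reported in the paper. With the dye in the model the adjusted p was 0.0327, which speaks against a dye difference as the cause, and the adjusted p over the alternatives ranged from 0.000771 to 1. With the Ddx3y minus Xist level in the model the log2 fold change stayed at 1.51, but Spp1 was no longer past the threshold (adjusted p = 0.0626), and only 1 control retina at P10 was of the female type. That retina had 8.17, below the 9.47 to 10.50 of the cKO retinas. At P3 and P6, the mean of each group of age and genotype was first taken off. The 8 female-type and 12 male-type retinas then differed by 0.00429. Spp1 lay at only 5.63 to 6.46 at those ages, so this says little about P10. With 1 female-type control retina, sex could not be separated from genotype at P10.

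The share of female-type retinas at P10 was 75 percentage points higher in cKO than in control (Fisher's exact p = 0.143, 4 of 4 against 1 of 4). A mixture of pups that differs between the groups may therefore add to the P10 differences.

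Genes near Crb2 on chromosome 2 were more frequent among low genotype p-values at P0 to P6. An unadjusted p below 0.01 was found for 14 of 528 genes in the window and for 118 others, an odds ratio of 7.08 (Fisher's exact p = 5.55e-08). Of 520 windows elsewhere, 0 had a share as large, and the highest was 1.37% against 2.65%. These windows were placed every 5 Mb, so they overlap and are not independent. Among 100 splits of the retinas, 2 gave an odds ratio as large, the real one included, so chance can be excluded. A candidate explanation is DNA of the targeted chromosome that was carried along with the floxed Crb2 allele, which would also place Gm3058 and Cercam near Crb2. Strain variants were not measured, so this remains a hypothesis.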

How the results depend on the processing

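Chosen only after the result was seen were the tests with the scan as a block, with each probe scaled, and most of those for genes near Crb2. The cause of a change was not tested for any of the results that moved.

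For the genotype effect over all ages, 2 probes passed in limma. The count was 6 with the Agilent processed signals, 5 with each spot on its own, 4 with dye as covariate, 6 with the replicate block and dye, 16 with the array as random block and dye, and 1 with the P10 groups as in Table S2. It was 1 without P0 replicate 3, P3 replicate 1 or 2, P6 replicate 2, 4 or 5, or P10 replicate 2 or 4, and 4 without P6 replicate 3. For the genotype by age interaction, limma gave 0 probes, with 263 at an unadjusted p below 0.05, and 1 with a normexp offset of 50. Without P10 replicate 3 it gave 6, and 0 without any other array such as P0 replicate 1.

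With the replicate block, 0 probes passed in limma at P0, P6 and P10, with 1271, 1594 and 1992 at an unadjusted p below 0.05. At P3, 1 passed and 5249 had such an unadjusted p, against 2179 without the block and 1964 expected by chance. For the interaction, the block gave 0 probes, with 1797 at an unadjusted p below 0.05. The methods' t-test gave 0 at P0, P6 and P10. With the array as random block, 1 probe passed at P0, 6 at P3, 2 at P6 and 4 at P10.

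For cKO against control at P3, limma gave 1 probe, and 0 with dye as covariate (2189 at an unadjusted p below 0.05), slide as block (2942), scan as block (2410) or only the 2 groups of that age (2058). The methods' t-test gave 1. Without any of 14 arrays the count was 0: P0 replicate 3, 4 or 5, P3 replicate 1, 2, 3, 4 or 5, P6 replicate 2, 4 or 5, and P10 replicate 1, 2 or 3. It was 1 without the others, such as P0 replicate 1.

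For cKO against control at P10, limma gave 1 probe. It gave 2 with a normexp offset of 50 and with slide as block. It gave 0 with loess and Aquantile (323 at an unadjusted p below 0.05), the Agilent processed signals (743), a mean log2 above 7 (471), the replicate block (1992), only the 2 groups of that age (750) and sex-linked transcripts as covariate (515). The methods' t-test gave 0 (959). Without P10 replicate 1, 2 or 4 it was 0, without P3 replicate 5 it was 2, and without P10 replicate 3 it was 15.

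The Crb2 log2 fold change at P10 turned to 0.0231 with dye as covariate, the replicate block or the array as random block, and to 0.0120 with the P10 groups of Table S2. Without P10 replicate 1 it was -0.0804, without P10 replicate 2 it was 0.0213 and without P10 replicate 4 it was 0.0595. With the groups of Table S2, Hey1 at P10 turned to 0.143, the mean P10 difference of genes near Crb2 to -0.103, Cyr61 to 0.239, Esco1 over all ages to 0.0462, Gm5811 to -0.142 and Spp1 to -1.51. Crb1 over all ages turned to 0.0619 with loess and Aquantile. Crb3 over all ages ranged from -0.0268 to 0.00869 when 1 array was left out.

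The share of variance explained by age was 74.9% with a normexp offset of 50, 53.5% with the Agilent processed signals and 81.4% with a mean log2 above 7. The share of variance on PC1 was 65.2%, 43.0% and 72.1% in the same order, and 32.9% with each probe scaled. Without 1 array, the age share was 57.3% to 60.2% and the odds ratio near Crb2 3.66 to 14.4. Over its 10 other alternatives, the odds ratio near Crb2 ranged more widely, from 3.64 to 70.7, so its size depends on the setting. The number for the age effect ranged from 18954 to 29476 over its alternatives, and the tree put 38 of 38 retinas on their side in the 7 alternatives run.

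The limit that signal over background sets was met by the filter on a mean log2 above 7, which holds 21407 probes.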

Differences from the paper's values

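No test in this part was chosen only after the result was seen.

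The paper states that 980 features were excluded. In the scanner files, 158 features that are not controls were called saturated or a non-uniformity outlier on 1 or more arrays, and 151 with saturated features kept. The paper states 43,020 features left, which equals the 44397 features of an array without its 1377 control spots, before any of the 158 is taken out. The deposited table also holds 43020 features, which include the 158. The paper's 980 and 43,020 add up to a round array size, which is below the number of features in the files. How the 980 were counted was not tested.

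The paper states that no gene differed significantly between the genotypes, while limma gave 2 probes over all ages and 1 each at P3 and P10. The authors' own deposited table lists 6 features with an adjusted genotype p below 0.05, which are spots of 4 genes: Gm3058, Cercam, 1500009C09Rik and Lypd6b. For the interaction, the deposited table lists 0 such features by the authors' 2-way ANOVA, with 331 at an unadjusted p below 0.05, and limma gave 0 with 263. For NAP060965-1 at P3, the paper's Table S6 lists an adjusted p of 0.0568, and the methods' t-test on the values computed here gave 0.0461.

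The paper states A260/A280 ratios from 1.8 to 2.0 and A260/A230 ratios larger than 2.0. In Table S1 and Table S2, the A260/A230 ratio was above 2.0 in 26 of 40 retinas and ranged from 1.12 to 2.29. The A260/A280 ratio was between 1.8 and 2.0 in 25 of 40 retinas and above 2.0 in 15.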

Other observations

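Among the tests in this part, the one of a deviation shared by an array and the one of a P10 exchange read from probes of the random block fit were chosen only after the result was seen.

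Whether chance can be excluded was tested with other splits of the retinas that kept 1 retina of each group on every array. For the genotype effect over all ages, 3 of 100 such splits gave 2 or more probes, the real one included, so chance can be excluded at 0.05 for this count among these splits. The highest count was 148, and 22 of the 100 splits gave as many probes at an unadjusted p below 0.05. Among 100 splits drawn without regard to the arrays, which also place both retinas of an array in 1 group, 7 gave as many probes past the threshold. For the age effect it was 1 of 100, the real one. At P3 it was 3 of 16 and at P10 2 of 8, where the design has too few splits of this kind for a share below 0.05. Among splits drawn without regard to the arrays, 28 of 100 at P3 and 12 of 35 at P10 gave as many probes. Chance is thus not excluded for the count of 1 probe at either age.

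For the interaction and at P0 and P6, limma gave 0 probes, with 263, 213 and 305 at an unadjusted p below 0.05, and the methods' 2-way ANOVA and t-test also gave 0. Every split gives at least as many as 0, so that the 100 of 100, 16 of 16 and 16 of 16 splits were fixed in advance and say nothing about chance.

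Fewer probes than the 1964 expected by chance had an unadjusted p below 0.05 at P0, P6 and P10. At P0 there were 213 in limma, and 1271 with the array as a block. A deviation shared by the retinas of an array, which a comparison of unpaired groups counts as spread, may be the cause. Dyes were unequal in the groups, but with dye in the model the number at P10 was 595 against 615, so the dye is unlikely to explain the P10 number. Cy5 against Cy3 gave 4591 probes past the threshold when the dyes were compared over all ages.

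Table S2 and Table S3 give the P10 retinas opposite groups. If the P10 groups of Table S3 were exchanged, the genes near Crb2 could differ at P10 in the opposite direction from P0 to P6. Their mean P10 difference, turned by the direction at P0 to P6, was 0.103 (exact permutation p = 0.229), with 12 of 14 genes in the same direction. For the 8 probes past the threshold at P0 to P6 with the array as a random block it was 0.138 (exact permutation p = 0.114), above 0 on 3 of 4 arrays. Neither test separates the groups, so the conflict remains open.

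Levels of Xist and Ddx3y divided the 38 retinas into 15 of the female type and 23 of the male type. Female-type retinas of control and cKO were 1 and 1 of 5 at P0, 3 and 2 of 5 at P3, 1 and 2 of 5 at P6, and 1 and 4 of 4 at P10.

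A list of 13 genes was chosen from the proteins that the paper stained, without others such as PALS1, PAR3 and ZO-1. Adjusted over this list alone, 2 of the 13 had a limma adjusted p below 0.05 at P10, and 0 over all probes. The count over the list depends on which genes were chosen. Glul had a log2 fold change of -0.42 and was lower in the cKO retina on 4 of 4 arrays (exact permutation p = 0.0286, limma adjusted p = 0.0965 over all probes). Opn1mw had a log2 fold change of -0.44 (limma adjusted p = 1 over all probes). Over all ages, Pttg1 had a log2 fold change of -0.10 (limma adjusted p = 1) with 0.08 for another probe of the gene, and Esco1 one of -0.05 with 0.01 for another probe. 1500009C09Rik had a log2 fold change of -0.14 (limma adjusted p = 0.165, from 0.000579 to 1.00 over the alternatives) and was lower on 18 of 19 arrays.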
